# Coupled protein synthesis and ribosome-guided piRNA processing on mRNAs

**DOI:** 10.1038/s41467-021-26233-8

**Published:** 2021-10-13

**Authors:** Yu H. Sun, Ruoqiao Huiyi Wang, Khai Du, Jiang Zhu, Jihong Zheng, Li Huitong Xie, Amanda A. Pereira, Chao Zhang, Emiliano P. Ricci, Xin Zhiguo Li

**Keywords:** RNA, RNA sequencing

## Abstract

PIWI-interacting small RNAs (piRNAs) protect the germline genome and are essential for fertility. piRNAs originate from transposable element (TE) RNAs, long non-coding RNAs, or 3´ untranslated regions (3´UTRs) of protein-coding messenger genes, with the last being the least characterized of the three piRNA classes. Here, we demonstrate that the precursors of 3´UTR piRNAs are full-length mRNAs and that post-termination 80S ribosomes guide piRNA production on 3´UTRs in mice and chickens. At the pachytene stage, when other co-translational RNA surveillance pathways are sequestered, piRNA biogenesis degrades mRNAs right after pioneer rounds of translation and fine-tunes protein production from mRNAs. Although 3´UTR piRNA precursor mRNAs code for distinct proteins in mice and chickens, they all harbor embedded TEs and produce piRNAs that cleave TEs. Altogether, we discover a function of the piRNA pathway in fine-tuning protein production and reveal a conserved piRNA biogenesis mechanism that recognizes translating RNAs in amniotes.

## Abstract (web summary)

Ribosome can mediate piRNA biogenesis from long non-coding RNAs following translation of the short open reading frames. Here the authors show that 80S ribosome also guides piRNA production from 3’ UTR of protein-coding genes after translation of long open reading frames, indicating a general piRNA biogenesis mechanism regardless of their precursor ORF length.

## Introduction

PIWI-interacting RNAs (piRNAs) are a class of small silencing RNAs that are essential for animal fertility. piRNAs guide a specialized class of Argonaute proteins primarily found in germ cells, known as PIWI proteins^1–6^, to target RNAs via base-pair complementarity. Unlike microRNAs (miRNAs) and small interfering RNAs (siRNAs) that are derived from precursors with double-stranded RNA structure, most piRNAs are derived from long single-stranded transcripts^7,8^. The 5′-monophosphate ends (5′P) of piRNAs are formed when piRNA precursors are fragmented into pre-piRNAs that are loaded onto PIWI proteins. This fragmentation process requires MOV10L1, a UPF1-like RNA helicase, and PLD6, an RNA endonuclease on mitochondrial outer membranes^9–16^. The PIWI-loaded pre-piRNAs are further trimmed by a 3′-to-5′ exonuclease (PNLDC1 in mice), resulting in a length distribution characteristic of each particular PIWI protein^17–26^. Finally, HEN1 binds PIWI proteins and adds a 2′-*O*-methyl group to the 3′-end of mature piRNA^27,28^. The resulting primary piRNAs can be further amplified via the ping-pong pathway^7,29^, yielding secondary piRNAs.

Compared to our understanding of the piRNA pathway in fruit flies, it remains unclear what marks a transcript for piRNA processing in mammals. In fruit flies, piRNA loci in germ cells are epigenetically marked by heterochromatin-bound factor Rhino^30–32^. piRNA precursors are derived from promoter-independent, unspliced cryptic transcripts in highly repetitive regions that harbor diverse transposable elements (TEs)^33,34^. piRNA precursors are then directly channeled for piRNA processing on perinuclear RNA granules that are proximal to nuclear pores^35^. Maternally deposited piRNAs further recognize the piRNA precursors post-transcriptionally to trigger a cascade of piRNA processing^36,37^. Unlike germ cells in fruit flies predetermined by maternal deposition, mouse germ cells are induced from somatic cells^38,39^, leaving parental piRNA deposition unlikely. The majority of mammalian piRNAs come from 5′ capped and 3′ polyadenylated, long continuous non-coding RNAs (lncRNAs) that are depleted of TEs^8^. The transcription factor A-MYB directs the expression of these lncRNAs from euchromatin regions without identifiable epigenetic markers distinguishing mouse piRNA loci, along with mRNAs that do not produce piRNAs, during pachynema (the pachytene stage of meiosis)^8,40^. Despite these piRNA precursors being annotated as lncRNAs, rather than directly channeling to RNA granules for processing, we recently demonstrated that ribosomes translate their upstream open reading frames (uORFs). Thus, transcription and translation of mammalian piRNA precursors utilize conventional machineries, therefore leaving the features that distinguish them from other lncRNAs and mRNAs elusive.

In eukaryotes, translation-dependent RNA quality-control mechanisms identify and degrade aberrant transcripts with premature termination codons (nonsense-mediated decay (NMD)), lacking in-frame stop codons (non-stop decay), or containing elongation inhibitory structures (no-go decay). These quality-control pathways are coupled with translation and facilitate the recycling of ribosomes trapped on faulty transcripts^41–44^. The finding of ribosome-guided piRNA biogenesis downstream of uORFs on lncRNAs^45^ introduces the possibility that aberrant translation intermediates could act as substrates for piRNA biogenesis. It nevertheless remains unclear how 80S ribosomes assemble on the non-coding regions of piRNA precursors, which contain frequent stop codons, and how these ribosomes escape the translation-dependent surveillance mechanisms that recycle ribosomes and degrade RNAs^44^. The detection of ribosomes downstream of uORFs on lncRNA piRNA precursors is reminiscent of the re-initiation of ribosomes downstream of uORFs present in the 5′ untranslated regions (5′UTRs) of canonical mRNAs when initiation factors have not yet dissociated from the 40S subunit^46^. Given that short uORF length is an important factor for translation of the main ORFs on mRNAs^46^, which explains why eukaryotic mRNAs are generally monocistronic, the presence of long ORF on piRNA precursors should inhibit ribosome-guided piRNA biogenesis. It is thus mechanistically essential for both piRNA biogenesis and translational regulation to test whether ribosome-guided biogenesis can only occur after the translation of a short ORF.

To test whether a short uORF is required for ribosome-guided piRNA biogenesis, we studied a specific class of piRNAs, namely, 3′UTR piRNAs. In mice, piRNAs are divided into three major classes based on their origin^47,48^: (i) piRNAs from TEs (TE piRNAs), (ii) intergenic piRNAs derived from lncRNAs (pachytene piRNAs), and (iii) genic piRNAs that map to 3′UTRs of protein-coding regions in the sense orientation (3′UTR piRNAs). TE piRNAs protect the animal germline genome from TEs and are essential for animal fertility, a function that is evolutionarily conserved in bilateral animals^1–3,5,49,50^. Pachytene piRNAs have only been reported in mammals thus far and have been shown to trigger the decay of mRNAs required for sperm formation^51–54^. 3′UTR piRNAs have been detected in fruit flies, frogs, and diverse mammalian species^55–57^, but we currently do not know their function(s), how their production is regulated, nor whether their precursors are full-length mRNAs or cryptic transcripts corresponding exclusively to the 3′UTR^56^. The lack of understanding of 3′UTR piRNAs hindered our efforts to identify either common features that mark such transcripts for piRNA biogenesis and/or machinery that sorts diverse RNAs for piRNA biogenesis.

Here we characterize the biogenesis of 3′UTR piRNAs in mice, demonstrating that their precursors are full-length protein-coding mRNAs. We further show that piRNA biogenesis from these precursors is coupled with efficient translation and that ribosomes guide piRNA precursor fragmentation on mRNA 3′UTRs. We demonstrate that this tight coupling of ribosome binding and piRNA biogenesis fine-tunes protein synthesis from mRNAs. Ribosome-guided piRNA processing occurs at the meiotic stage when ribosome recycling factors and NMD are temporally inhibited. Lastly, we demonstrate that 3′UTR ribosome-guided piRNA processing also occurs in chickens. Although 3′UTR piRNAs are derived from distinct sets of genes in mice and chickens, we found the presence of TE sequences to be a shared feature that serves to produce anti-sense TE piRNAs that cleave TEs post-transcriptionally, indicating that TE suppression is a conserved evolutionary force driving 3′UTR piRNA production. Taken together with our previous studies, we find that a general and conserved piRNA biogenesis pathway recognizes translating RNAs regardless of their ORF length.

## Results

### 3′UTR piRNAs are produced from full-length mRNAs

To test whether 3′UTR piRNAs are derived from full-length mRNAs or cryptic transcripts with alternative transcription start sites (TSSs), we set out to identify the structure of the precursor RNAs by blocking their transcription and inhibiting the post-transcriptional processing of 3′UTR piRNAs. We previously defined a group of 3′UTR piRNAs increasing from 12.5 days postpartum (dpp) to 17.5 dpp in mice^8^, when spermatocytes enter pachynema (Supplementary Fig. 1a). Thus, we hypothesized that these 3′UTR piRNA precursors may be controlled by the transcription factor A-MYB, which also promotes the synthesis of pachytene piRNA precursors^8^. Chromatin immunoprecipitation sequencing (ChIP-seq) revealed that A-MYB-binding sites are far from the 3′UTRs of mRNAs that come from 3′UTR piRNA-producing loci (uppl) (median distance >14 kb, Fig. 1a) but close to the TSSs of uppl mRNAs (median distance 81.5 nucleotides, nts; Fig. 1a). These sites are also enriched for MYB consensus sequences (Fig. 1b). To verify that A-MYB regulates uppl mRNAs, we studied mice carrying an *A-Myb* hypomorphic mutation^58^, which displayed significantly decreased levels of uppl mRNAs based on RNA sequencing (RNA-seq) data from 14.5 dpp (*p* = 4.7 × 10^−2^) and 17.5 dpp testes (*p* = 1.0 × 10^−3^, Fig. 1c, left, and Supplementary Fig. 1b). Therefore, as it does for pachytene piRNA precursors, A-MYB directly regulates the transcription of uppl mRNAs.

**Fig. 1:**
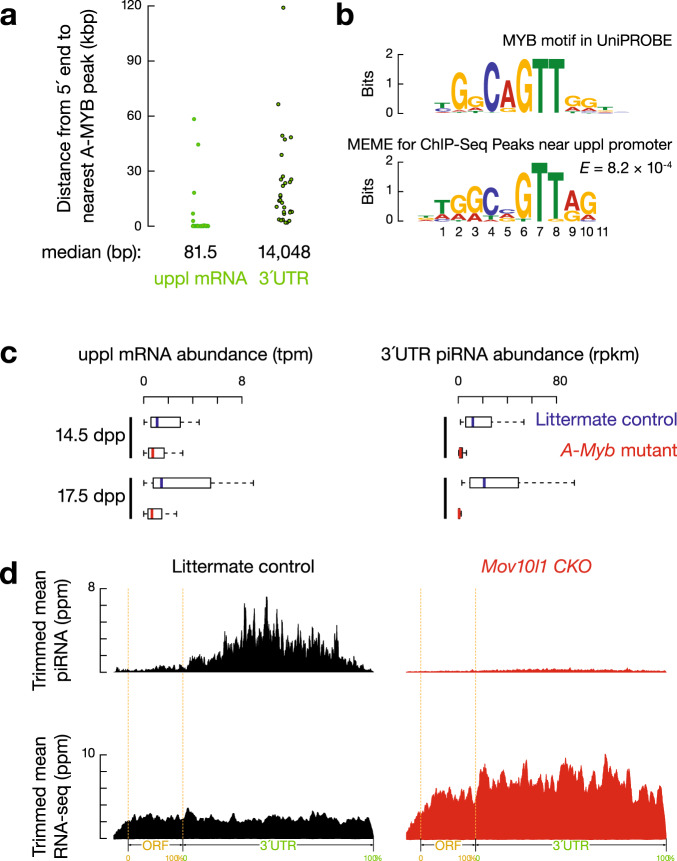
mRNA precursors of 3′UTR piRNA are regulated by A-MYB. **a** The distance from the annotated transcription start site of each mRNA that comes from 3′UTR piRNA-producing loci (uppl) (left, *n* = 30) and from the 5′-ends of uppl mRNA 3′UTRs (right, *n* = 30) to the nearest A-MYB ChIP-seq peak. bp: base pair, kbp: kilobase pair. **b** Top, the MYB motif from the mouse UniPROBE database. Bottom, MEME-identified sequence motif in the A-MYB ChIP-seq peaks near the uppl mRNA transcription state sites. *E*-value computed by MEME measures the statistical significance of the motif. The information content is measured in bits and, in the case of DNA sequences, ranges from 0 to 2 bits. A position in the motif at which all nucleotides occur with equal probability has an information content of 0 bits, while a position at which only a single nucleotide can occur has an information content of 2 bits. **c** Boxplots showing the abundance of uppl mRNA (left) and 3′UTR piRNA (right) per uppl gene in *A-Myb* mutants (red) and their heterozygous littermates (blue) in testes at 14.5 and 17.5 dpp. Dpp: days postpartum, tpm: transcript per million, rpkm: reads per kilobase million. uppl *n* = 30. Box plots show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values. **d** Aggregated data for 3′UTR piRNA abundance (upper) and uppl mRNA abundance (bottom) on uppl mRNAs (10% trimmed mean) from adult *Mov10l1*^*CKO/*∆^ testes (left) and *Mov10l1*^*CKO/*∆^ *Neurog3-cre* (right). Signals are aligned to the transcriptional start site (5′cap) and site of polyadenylation (3′PolyA) and further aligned to the ORF regions. Dotted lines show the translation start codon (ORF Start) and stop codon (ORF End). The *x*-axis shows the median length of these regions. Ppm: parts per million.

To test whether uppl mRNAs are 3′UTR piRNA precursors, we examined the effect of the loss of transcription of uppl mRNAs on 3′UTR piRNA biogenesis in *A-Myb* mutant mice. Like uppl mRNAs, 3′UTR piRNA abundance significantly decreased in mutant testes (Fig. 1c, right, *p* ≤ 4.8 × 10^−10^, and Supplementary Fig. 1b). 3′UTR piRNA depletion associated with uppl mRNA transcription loss could reflect an indirect effect of the meiotic arrest caused by the *A-Myb* mutant^58^ or the lack of piRNA biogenic factors, the transcriptional activation of which requires A-MYB^8^. To test these possibilities, we blocked piRNA processing but not meiosis by conditionally knocking out (CKO) *Mov10l1* in spermatocytes (Supplementary Fig. 1c)^11^. In the following analyses, we defined a group of non-piRNA-producing mRNAs that display similar expression dynamics in mouse testes as uppl mRNAs to be the developmentally matched-control mRNAs for comparison (Supplementary Data 1). These control mRNAs remained unchanged in *Mov10l1* CKO mutants compared to control littermates (Supplementary Fig. 1d, e). We found that 3′UTR piRNAs are depleted in *Mov10l1* CKO mutants (Fig. 1d, upper), whereas uppl mRNAs showed significant accumulation in *Mov10l1* CKO mutants (Fig. 1d and Supplementary Fig. 1e, *p* = 4.1 × 10^−11^). We ruled out the possibility that the increased steady-state of uppl mRNAs is due to their transcriptional activation in *Mov10l1* CKO mutants (Supplementary Fig. 1f, *p* = 0.13). Together with the cross-linking immunoprecipitation data (CLIP)^13^ that indicate MOV10L1 specifically binds to the entire length of uppl mRNAs (Supplementary Fig. 1g), our results suggest that the increased steady-state abundance of uppl mRNAs is due to the lack of 3′UTR piRNA biogenesis. Overall, our results indicate that 3′UTR piRNAs come from full-length uppl mRNAs, not from isoforms derived from uppl 3′UTRs.

### 3′UTR piRNAs are derived from processed mRNAs

A recent study suggests that unspliced transcripts are substrates for piRNA processing^59^. However, our data indicated that 3′UTR piRNAs were disproportionately produced after intron removal: >99% of piRNAs mapped to exons, compared to <0.1% that mapped to introns (17,200 ppm unique mapping 3′UTR piRNA reads from adult testes). After correcting for the length of exons and introns in piRNA-producing primary transcripts, exon-derived piRNAs were enriched by 630-fold compared to intron-derived piRNAs (Supplementary Fig. 2a). We detected piRNAs that failed to map to the genome but instead mapped to exon–exon junctions (Fig. 2a), further indicating that piRNAs were produced after intron removal and exon–exon joining. In uppl mRNA genes, 98% of the introns (207 out of 211) contained canonical GT-AG splice sites, not significantly different from the introns in control mRNA genes (326 out of 329 mRNA loci, *χ*^2^ test, *p* = 0.55), suggesting that uppl mRNAs were spliced conventionally. Furthermore, the density of piRNAs falls off sharply after the 3′end of the transcript, i.e., the site of polyadenylation (Supplementary Fig. 2a). 

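The introns of the 30 uppl mRNAs and the 43 control mRNAs were taken from the exon coordinates in Supplementary Data 1, and the first and last pair of bases of each intron was read from the GRCm38 (mm10) sequence on the strand of the transcript. Of the 211 uppl introns, 207 began with GT and ended with AG, which is 98.1% (Wilson 95% confidence interval 95.2 to 99.3). Of the 329 control introns, 326 did so, which is 99.1% (95% confidence interval 97.4 to 99.7). No difference between the shares was detected (Fisher's exact test, two-sided, p = 0.44). The other 4 uppl introns were a GC-AG intron of Tacc1 on chromosome 8 (25200207 to 25201121), a GC-AG intron of Cbl on chromosome 9 (44158892 to 44158976), a GC-AG intron of Ago2 on chromosome 15 (73124250 to 73125163) and an intron of an uppl mRNA named for its position on chromosome 13 (49885480 to 49887579), which began with CT and ended with CC. The other 3 control introns, in Rnaset2a, Selenbp1 and Tpd52, were GC-AG. With GC-AG introns counted as canonical as well, 210 uppl introns and all 329 control introns were canonical (Fisher's exact test, p = 0.39). These 7 introns were named because they were the only ones without GT-AG ends, after their sequences were read. From the similar shares of canonical splice sites, the paper proposes that uppl mRNAs are spliced in the conventional way.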

Taken together with our previous piRNA precursor studies based on a combination of cap analysis of gene expression (CAGE) and the polyadenylation site sequencing (PAS-Seq)^8^, we conclude that 3′UTR piRNAs were produced after their precursor transcripts are fully processed—capped, spliced, and polyadenylated.

**Fig. 2:**
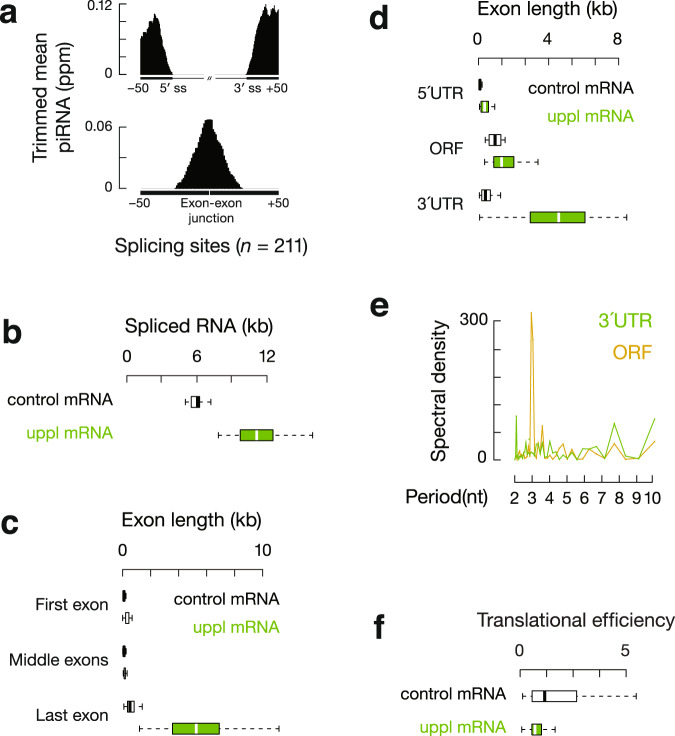
Translation and piRNA processing are coupled on uppl mRNAs. **a** Top, aggregation plots of piRNA reads surrounding the 5′ and 3′ splice sites of uppl mRNAs from the adult mouse testes. Bottom, the signal was calculated for non-genome matching piRNA reads mapping to exon–exon junction sequences. **b** Boxplots showing spliced RNA transcript length distributions. Control mRNA *n* = 43, uppl mRNA *n* = 30. **c** Boxplots showing exon length distributions. Control mRNA first or last exon *n* = 43, uppl mRNA first or last exon *n* = 30. Control mRNA middle exon *n* = 145, uppl mRNA middle exon *n* = 69. **d** Boxplots showing ORF and UTR length distributions. Control mRNA *n* = 43, uppl mRNA *n* = 30. **e** Discrete Fourier transformation of the distance spectrum of 5′-ends of RPFs across ORFs (gold) and 3′UTRs (green) of uppl mRNAs in adult wild-type testes. **f** Boxplots showing translational efficiency (RPF abundancy divided by mRNA abundancy) in adult wild-type testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. Box plots in (**b**–**d** and **f**) show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

### uppl mRNA precursors harbor extensive 3′UTRs

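Transcript structure was computed from the exon and ORF coordinates of the 30 uppl mRNAs and 43 control mRNAs in Supplementary Data 1, given for mm10. The lengths were taken as annotated and not measured from the libraries analysed here, and no error of the annotation was estimated. The uppl list holds 26 transcripts named for a gene and 4 named for a chromosome band and position. The primary transcript spans the first to the last exon with its introns, and the spliced transcript is the sum of its exons. A transcript with a single exon, such as that of Exoc8 on chromosome 8 (124893112 to 124898362), was counted among both first and last exons. Each of the 10 features was compared between the lists with a two-sided permutation test of the rank-sum statistic with 100000 resamples, for which 1e-05 is the smallest possible p, and the p values were adjusted over the 10 features by the Benjamini-Hochberg method. The exons of one transcript are not independent of each other, and the tests on exons treat them as if they were. The deposited quantification tables list a transcript length of their own, and with those lengths the median of the control mRNAs was 1563 nts.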

We used our recent reconstruction of the mouse testis transcriptome^60^, combining CAGE, PAS-seq, and single-molecule long-read sequencing, to characterize the transcript structure of uppl mRNAs in comparison to that of developmentally matched and non-piRNA-producing control mRNAs. On average, mature uppl transcripts (*p* < 2.2 × 10^−16^), but not primary transcripts (*p* = 0.18), were longer than control mRNAs (Fig. 2b and Supplementary Fig. 2b). 

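The spliced uppl transcripts had a median length of 6671 nts (quartiles 5281 and 8050), and the spliced control transcripts a median length of 1600 nts (quartiles 1053 and 1769). All 30 uppl transcripts were longer than the control median (permutation test, p = 1e-05, the smallest possible, adjusted p = 1.4e-05). They ranged from 3383 to 16518 nts, the longest being Strbp on chromosome 2 (37569877 to 37703370, minus strand), and the control transcripts from 553 to 2732 nts. The primary transcripts had median lengths of 27836 nts for uppl mRNAs and 19188 nts for control mRNAs, with 17 of the 30 uppl transcripts above the control median (permutation test, p = 0.18, adjusted p = 0.2). The alternative that moved the difference in spliced length most, leaving out the 4 uppl mRNAs named for a position, changed the log2 ratio of the medians from 2.06 to 2.00.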

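The uppl mRNAs had a median of 5 introns (quartiles 3 and 11) and the control mRNAs a median of 7 (quartiles 5 and 10), and 10 of the 30 uppl mRNAs had more introns than the control median (permutation test, p = 0.24, adjusted p = 0.24). Over all exons, the 241 uppl exons had a median length of 153 nts (quartiles 113 and 297) and the 372 control exons a median of 109 nts (quartiles 78.8 and 156). Of the uppl exons, 186 were longer than the control median (permutation test, p = 1e-05, the smallest possible, adjusted p = 1.4e-05).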

Given similar numbers of splicing events (no significant difference in the number of introns, *p* = 0.23, Supplementary Fig. 2c), uppl mRNAs harbored longer exons with a median length of 153 nts (Supplementary Fig. 2d; *p* = 3.1 × 10^−14^) versus the control mRNAs with a median exon length of 109 nts, similar to that of typical vertebrate mRNAs^61^. Since exon length distribution is associated with the relative position in the transcripts, we further separated exons into first, middle, and last exons. 

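The first exons had median lengths of 368.5 nts in uppl mRNAs and 98 nts in control mRNAs. For the 182 middle exons of uppl mRNAs the median was 134 nts, and for the 286 middle exons of control mRNAs 105 nts. The last exons had medians of 5259.5 nts in uppl mRNAs and 522 nts in control mRNAs.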

The last exons for the control mRNAs and uppl mRNAs are the longest among the three categories, whereas the middle exons are the shortest (Fig. 2c). While there is no significant difference in the length distribution of the middle exons (*p* = 0.65), both the first and the last exons of uppl mRNAs are significantly longer than those of the control mRNAs (*p* ≤ 4.2 × 10^−8^, Fig. 2c). 

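The first exons were above the control median in 28 of 30 uppl mRNAs and the last exons in all 30 (permutation tests, each with p = 1e-05, the smallest possible, and adjusted p = 1.4e-05). First exons of uppl mRNAs ranged from 94 to 5251 nts, and those of control mRNAs from 23 to 432 nts. Over all middle exons of the coordinates in Supplementary Data 1, the uppl exons were the longer ones as well, with quartiles of 103 and 176 nts against 75 and 136 nts, and 133 of the 182 lay above the control median (permutation test, p = 1e-05, the smallest possible, adjusted p = 1.4e-05). The difference in middle exons was the smallest of these, with a log2 ratio of the medians of 0.35 against 1.91 for first exons and 3.33 for last exons.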

Long first exons were recently reported to be a conserved feature for pachytene piRNA precursors^40^, suggesting that the unique feature of piRNA precursors can be traced back to exon–intron structures and the selection of poly-A cleavage sites.

Since 5′UTRs and 3′UTRs are typically localized to the first and last exons, respectively, we further separated the spliced transcripts according to their longest ORFs. Compared to mRNAs in other tissues, testis mRNAs are reported to have shorter 3′UTRs^62–65^. 

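The 3′UTRs of the 43 control mRNAs ranged from 47 to 1450 nts, with quartiles of 185 and 674.5 nts around their median.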

Consistent with these reports, the 3′UTRs of the control mRNAs have a median length of 392 nts. However, against the trend in testes to produce mRNAs with proximal polyadenylation sites, the 3′UTRs of the uppl mRNAs are significantly longer than those of control mRNAs, with a median length of 4583 nts (Fig. 2d; *p* = 1.5 × 10^−11^). 

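In 29 of the 30 uppl mRNAs the 3′UTR was longer than the control median (permutation test, p = 1e-05, the smallest possible, adjusted p = 1.4e-05). The quartiles of the uppl 3′UTRs were 2985 and 5996 nts, and the range was 64 to 14153 nts. The 3′UTR of Strbp was the longest, and that of Ago2 on chromosome 15 (73095849 to 73185186, minus strand) was 11059 nts in a spliced transcript of 14046 nts. Among the other uppl mRNAs that the paper names, Eif4ebp2 had a 3′UTR of 5305 nts, Nr2c2 5424 nts, Ddx19b 5063 nts, Asb1 4705 nts, Ipmk 4063 nts, Ip6k1 2808 nts and Exoc8 2364 nts.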

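The 5′UTRs had quartiles of 144.5 and 547 nts in uppl mRNAs and 54.5 and 116.5 nts in control mRNAs, and 26 of the 30 uppl 5′UTRs were longer than the control median (permutation test, p = 1e-05, the smallest possible, adjusted p = 1.4e-05). The ORFs had quartiles of 871 and 1985 nts in uppl mRNAs and 606 and 1275 nts in control mRNAs, and 21 of the 30 uppl ORFs were longer than the control median (permutation test, p = 0.01, adjusted p = 0.013).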

While the lengths of the ORFs are similar (Fig. 2d, 1315.5 nts versus 945 nts; *p* > 0.01), the 5′UTRs of uppl mRNAs are also significantly longer than those of the control mRNAs (Fig. 2d, 346 nts versus 77 nts; *p* = 3.3 × 10^−7^). Therefore, regulatory sequences (UTRs), rather than ORFs, contribute to the majority of the length difference between the spliced transcripts of uppl mRNAs and control mRNAs (Fig. 2b) and render more diverse translational regulations on uppl mRNAs.

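On the log2 scale, the ratio of the uppl median to the control median was 3.55 for the 3′UTR, 2.17 for the 5′UTR and 0.48 for the ORF. These ratios are relative to the length of each region and do not give its part of the difference in nts. In nts, the ORF medians (1315.5 and 945) lay further apart than the 5′UTR medians (346 and 77). The 3′UTR medians (4583 and 392) lay furthest apart. From the comparison of the 3 regions, the paper concludes that the UTRs rather than the ORFs account for most of the difference in length.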

### 3′UTR ribosomes guide piRNA formation

The biogenesis of piRNAs from mRNA 3′UTRs suggests that cellular translation machinery may be used by piRNA biogenesis machinery to distinguish between 3′UTRs and ORFs. To test whether uppl mRNAs are translated, we performed ribosome profiling (Ribo-seq) in which RNA fragments protected from RNase A and T1 digestion are isolated from 80S fractions and sequenced^45^. We found that ribosomeprotected fragments (RPFs) from uppl mRNA ORFs displayed a three-nucleotide periodicity (Fig. 2e), indicating that elongating ribosomes translate these ORFs. We calculated their translational efficiency (RPF reads normalized to transcript abundance) and found that uppl mRNAs have a slightly lower translational efficiency compared to control mRNAs (Fig. 2f, 59% of the median translational efficiency of control mRNAs, *p* = 0.037), as expected given that their longer 5′UTRs (Fig. 2c) will take longer time to scan through before the next 40S subunits start^66^ and may also contain more upstream initiation sites and/or have more complex secondary structures that can reduce translational efficiency^67^. We tested codon usage, another key determination factor for translational efficiency^68^, and found that uppl mRNAs and control mRNAs have a similar codon usage (Supplementary Fig. 2e, f)^69–71^. Overall, uppl mRNAs are efficiently translated on their main ORFs without obvious signs of aberrant initiation or elongation distinguishing them from control mRNAs. Taken together, uppl mRNAs function to produce both piRNAs and proteins.

To test whether ribosomes also guide piRNA biogenesis from uppl mRNAs as they do from lncRNAs^45^, we identified RPF signals coming from uppl mRNA 3′UTRs (Fig. 3a). 3′UTR RPF signals were not seen in the control mRNAs (Supplementary Fig. 3a, b, *p* = 1.1 × 10^−8^), indicating that the distribution of RPFs on uppl mRNA 3′UTRs is RNA-specific, rather than the characteristic of typical testicular mRNAs. The in vitro RNase digestion used to obtain RPFs removed >98% of the mature 3′UTR piRNAs in testis lysates (Supplementary Fig. 3c). We performed Ribo-seq on adult *RiboTag* mice after activating the expression of hemagglutinin (HA)-tagged RPL22 (a ribosomal large subunit protein) in germ cells^45^ and affinity-purified RPFs before sequencing. After IP, sequences from mitochondrial coding transcripts were also depleted (Supplementary Fig. 3d) given that they are translated by untagged 55S mitochondrial ribosomes. In contrast, uppl mRNA ORF and 3′UTR sequences were retained, similar to RPFs from control mRNAs (Supplementary Fig. 3d). Overall, these results indicate that the 3′UTR RPF signals are bona fide ribosomal footprints.

**Fig. 3:**
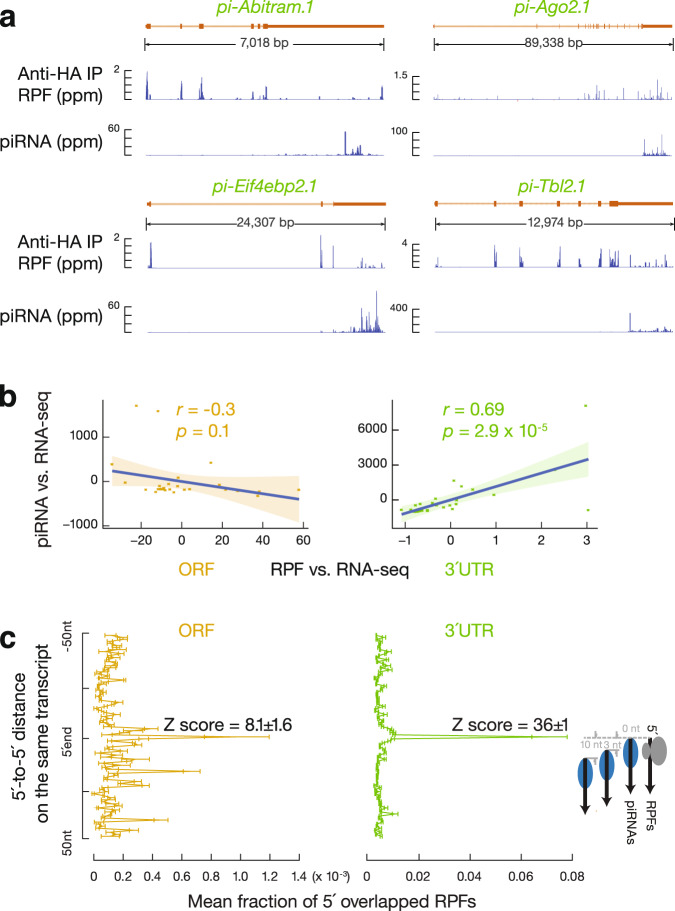
3′UTR ribosomes guide piRNA 5′-end formation. **a** Normalized reads of anti-HA-immunoprecipitated RPFs and piRNAs mapping to four representative uppl genes in adult testes. **b** Residual plot of partial correlation between piRNA and RPF abundance conditional on RNA-seq abundance at the uppl ORFs (left) and 3′UTRs (right) in adult testes. Linear regression was performed between piRNA and RNA-seq abundance and between RPF and RNA-seq abundance separately, and residuals were plotted with smooth parameter “method = lm”. Data are presented as mean values ± standard deviation shown as error bands. **c** Distance spectrum of 5′-ends of RPFs (26–32 nts) from ORFs (left) and from 3′UTRs (right) that overlap piRNAs in adult testes (sample size *n* = 3 independent biological replicates). Data are mean ± standard deviation.

To test whether ribosome-bound 3′UTRs are recognized as precursors for 3′UTR piRNA production, we performed partial correlation analyses^72^ between RPF abundance and piRNA abundance in uppl 3′UTRs while controlling for the abundance of uppl mRNAs, as measured by RNA-seq. These analyses can distinguish a biogenic relationship between RPFs and piRNAs or the independent correlations of RPFs and piRNAs with their uppl mRNA precursors. We found that the abundance of RPFs and piRNAs at 3′UTRs are directly correlated with each other (Fig. 3b, right, *r* = 0.69, *p* = 2.9 ×10^−5^). Thus, uppl 3′UTRs bound by ribosomes are processed into piRNAs.

To test whether ribosomes guide the degradation of 3′UTRs for piRNA production, we analyzed the position of the RPFs on uppl mRNA 3′UTRs. We aligned piRNAs to RPFs and plotted the 5′-ends of RPFs that overlapped with piRNAs (Fig. 3c). For RPFs, their first nucleotide overlapped with the first nucleotide of piRNAs significantly more than with nucleotides residing 50 nts upstream or downstream (Fig. 3c, right, *Z* score = 36 ± 1, *Z* scores indicate how many standard deviations an element is from the mean; *Z* score > 3.3 corresponds to *p* < 0.01). We ruled out the possibility that this overlap could occur by chance or be due to ligation bias (Supplementary Fig. 3e, f). Consistent with their 5′-overlap, we found that the 5′-ends of RPFs from 3′UTRs displayed a uridine bias at the 5′-most position (1U) (Fig. 4a), reminiscent of the 1U bias in piRNAs. These results indicate that 3′UTR ribosomes dwell at the sites that represent future piRNAs.

**Fig. 4:**
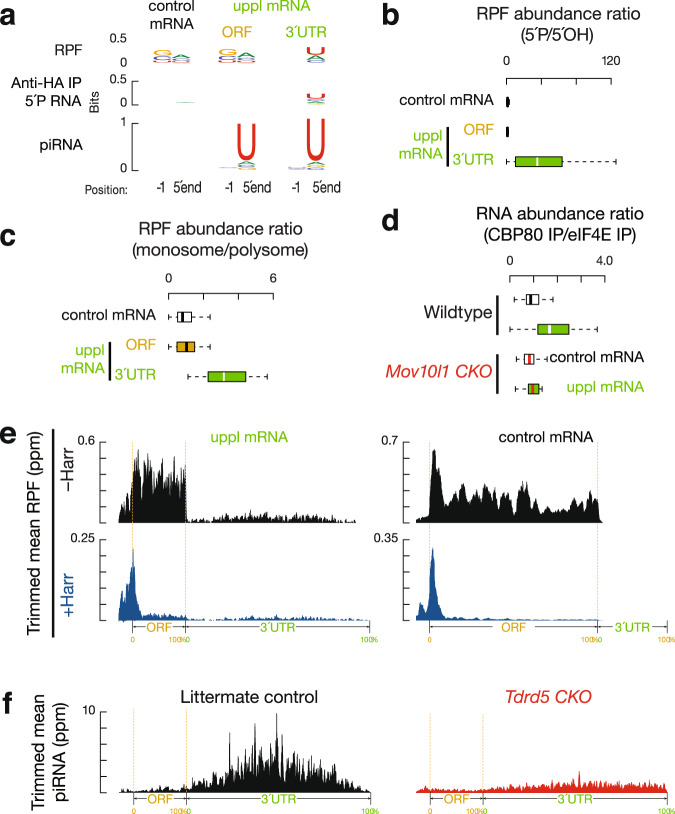
Biphasic piRNA biogenesis. **a** Sequence logos depicting nucleotide (nt) bias at 5′-ends and 1 nt upstream of 5′-ends. Top to bottom: RPF species, anti-HA-immunoprecipitated 5′P RNA species, and piRNAs in adult testes, which map to mRNAs, uppl mRNA ORFs, and 3′UTRs, respectively. **b** Boxplots of the ratios of 5′P RPF versus 5′OH RPFs in adult wild-type testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. **c** Boxplots of the ratios of RPF abundance in monosome fractions versus those in polysome fractions in adult wild-type testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. **d** Boxplots of the ratios of RNA abundance in CBP80 IP versus eIF4E IP in adult wild-type (upper) and *Mov10l1* CKO mutant (lower) testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. **e** Aggregated data for RPF abundance from untreated adult testes (top) and from harringtonine-treated adult testes (bottom) across 5′UTRs, ORFs, and 3′UTRs of the uppl mRNAs (left) and control mRNAs (right). The *x*-axis shows the median length of these regions, and the *y*-axis represents the 10% trimmed mean of relative abundance. **f** piRNA abundance on uppl mRNAs (10% trimmed mean) in adult testes. Control (left) and *Tdrd5* CKO (right). Box plots in (**b**–**d**) show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

Given that in vitro RNA digestion (RNase T1&A) used to obtain RPFs does not yield a 1U bias, we tested the possibility that these RPFs are processed in vivo by piRNA processing machinery. We modified the conventional Ribo-seq procedure (which detects both 5′P and 5′OH RPFs) to specifically capture 5′P RPF and 5′OH RPF species separately (Supplementary Fig. 4a). 5′P species are products of in vivo enzymatic cleavage, whereas the 5′-hydroxyl (5′OH) species mainly arise from in vitro RNase treatment (RNase T1&A in our procedure). To prevent mature piRNA contamination, we used the RPFs from affinity-purified 80S ribosomes for library construction (Supplementary Fig. 4a). The 5′OH RPFs showed the expected in vitro digestion signature, even at uppl 3′UTRs (Supplementary Fig. 4b). However, the 5′P RPFs are >32-fold enriched relative to 5′OH RPFs at uppl 3′UTRs in comparison to uppl ORFs (Fig. 4b, *p* = 1.0 × 10^−6^). This indicates that RPFs predominantly present with 5′P ends in 3′UTRs at steady state, suggesting that in vivo cleavage occurs efficiently on ribosome-bound 3′UTRs.

Consistent with these sites representing hot spots for efficient in vivo cleavage, 3′UTR ribosomes are significantly enriched in the monosome fractions relative to polysome fractions in comparison to ORFs of the control mRNAs (Fig. 4c, *p* = 2.5 × 10^−10^), as measured by Ribo-seq performed on purified monosome and polysome fractions as we reported previously^45^. The 1U signature of 5′P RPFs occurs specifically at the uppl 3′UTRs but not at the ORFs of uppl RNA or the ORFs of control mRNAs (Supplementary Fig. 4b), indicating that 3′UTR RPFs are cleaved by the piRNA processing machinery. Altogether, piRNA processing machinery generates the 5′P in vivo cleavage products with a ribosome bound at their 5′ extremities, and these 5′P ends become the 5′-ends of future piRNAs.

### 3′UTR piRNA biogenesis is coupled with upstream translation

The translation of uppl mRNAs could either be coupled or uncoupled with piRNA biogenesis. If coupled, there would be a limited time window for translation to occur before the mRNA can be cleaved to generate piRNAs. If uncoupled, uppl mRNAs should undergo multiple rounds of translation. In mammals, two types of cap-binding proteins (CBPs) participate in protein synthesis^73^. The largely nuclear CBPs 80 and 20 (CBP80/20), which mediate the pioneer round of translation once newly synthesized mRNAs reach the cytoplasm^74,75^, are ultimately replaced by the major cytoplasmic CBP eukaryotic translation initiation factor 4E (eIF4E)^76^. To detect the nature of these CBPs during the translation of mRNAs that generate piRNAs, we immunoprecipitated (IP) CBP80-bound RNAs and eIF4E-bound RNAs and subjected them to RNA-seq. 

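Each of these immunoprecipitations was sequenced as 1 library from adult testes, so no comparison between them has a replicate check. The authors quantified each library with Salmon, and the deposited tables give the TPM, an abundance corrected for length, and an estimated number of reads for each reference sequence, among them mRNAs, piRNA precursors, repeat families and rRNA. From wild-type testes, 19762847 reads were assigned in the CBP80 IP and 15319642 in the eIF4E IP, while the read pairs that Supplementary Data 1 lists for these libraries number 23237868 and 17700255. The values here use the reads assigned in the tables. rRNA took 64.7% of the assigned reads in the CBP80 IP and 43.8% in the eIF4E IP, and 6931965 and 8589788 reads were on transcripts, without rRNA, tRNA and repeat families. The ratio of a transcript was its TPM in the CBP80 IP over its TPM in the eIF4E IP, without a pseudocount, and a transcript with 0 TPM in the eIF4E IP was left out, as in the Source Data of Fig. 4d. The TPM values equal those of the Source Data for all 73 transcripts. A denominator close to 0 gives an extreme ratio, so lists are described by medians and quartiles. To describe whether a list stands apart within these libraries, its median ratio was placed among the medians of 10000 random lists of the same size, drawn from the other transcripts and matched on mean expression. TPM is relative to everything quantified in a library, rRNA included, so that a ratio of 1 does not mark equal binding.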

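In wild-type testes the median CBP80/eIF4E ratio was 1.68 for 27 uppl mRNAs (quartiles 1.26 and 2.45) and 0.871 for 42 control mRNAs (quartiles 0.693 and 1.22), and the log2 ratio of the medians was 0.95. The ratio was above the control median in 25 of the 27 uppl mRNAs. As a description of these libraries, the uppl median was above all 10000 random lists matched on mean expression, whose central 95% ran from 0.692 to 1.29, and the control median was at percentile 83.92 of its own random lists. The ratio also rose with transcript length among all other transcripts with at least 10 reads in both libraries, from a median of 0.667 up to 1000 nts to 1.55 above 6000 nts. With random lists matched on transcript length as well, the uppl median was at percentile 91.37, inside the central 95%. Summing all transcripts of each gene moved the log2 ratio of the medians most, to 0.62. Among the 25 uppl mRNAs with at least 10 reads in each library, the highest ratios were those of Nr2c2 (21.8) and Mrs2 (13.4), whose eIF4E IP values rest on 28.0 and 18.6 reads, and the lowest those of Ccdc117 (0.514) and Mgll (0.919). Ago2 had a ratio of 3.26, Exoc8 2.42, Strbp 2.38, Eif4ebp2 2.29, Ddx19b 1.66, Ip6k1 1.52, Asb1 1.24 and Ipmk 1.18.

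**Figure D1:**
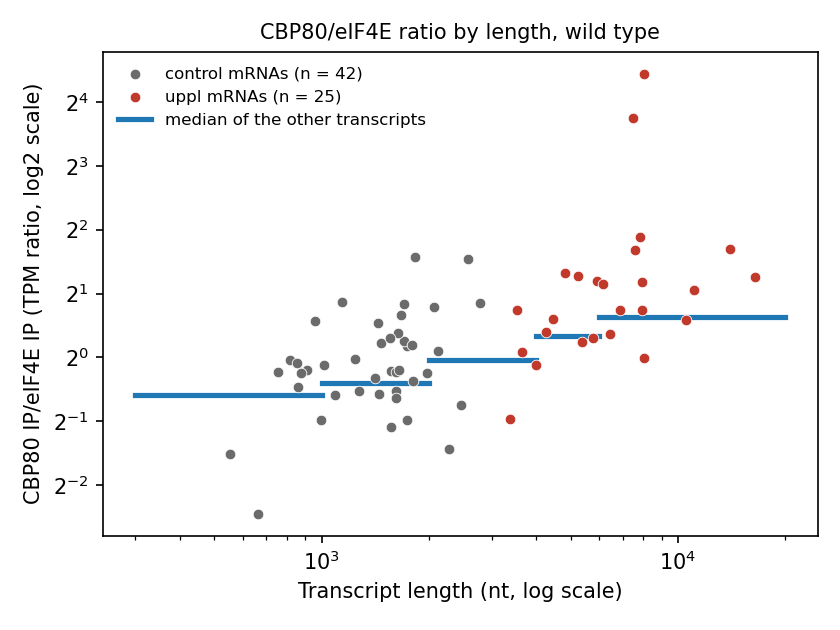
CBP80 IP over eIF4E IP in wild-type testes (TPM ratio, log2 scale) against transcript length (nt, log scale). Each point is a transcript with at least 10 reads in both libraries (25 uppl and 42 control mRNAs), and the bars give the median of the other transcripts in each of 5 length classes, from 0.667 in the shortest to 1.55 in the longest.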

We calculated RNA abundance after CBP80 IP versus eIF4E IP and found that uppl mRNAs are significantly enriched in the CBP80 IP in comparison to control mRNAs (Fig. 4d, upper, *p* = 1.3 × 10^−5^). To test whether the enrichment of uppl mRNA with CBP80 is due to piRNA processing, we repeated the CBP80 IPs and eIF4E IPs using *Mov10l1* CKO mutants. 

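In the 1 library of each IP labelled Mov10l1 CKO, 17636753 reads were assigned in the CBP80 IP and 16851018 in the eIF4E IP, against 19877989 and 19671307 read pairs in Supplementary Data 1. rRNA took 92.7% and 88.9% of the assigned reads, and 1224002 and 1804759 reads were on transcripts. Mov10l1 itself had 23.7 TPM in the wild-type CBP80 IP and 5.93 TPM in the CBP80 IP labelled Mov10l1 CKO, and 11.8 TPM in the wild-type eIF4E IP and 5.48 TPM in the eIF4E IP labelled Mov10l1 CKO. Rescaled over transcripts, without rRNA, tRNA and repeat families, the values were 52.2 and 43.1 TPM in the CBP80 IPs, but 16.7 and 28.6 TPM in the eIF4E IPs, higher in the library labelled Mov10l1 CKO. The eIF4E IPs thus go against the label on this scale, and the libraries are named by their label throughout.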

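Of the 25 uppl mRNAs with a TPM above 0 in all 4 libraries, 20 had a lower CBP80/eIF4E ratio in the libraries labelled Mov10l1 CKO than in the wild-type libraries, and their median log2 change was -1.03. The median was at percentile 0.00 of the random lists matched on mean expression, whose central 95% ran from -0.57 to 0.42, and at percentile 0.01 with matching on transcript length as well, where the random lists had a median of -0.48. Of 34 control mRNAs, 21 had a lower ratio, with a median log2 change of -0.16, at percentile 26.73 of their random lists. The median over the 17905 other transcripts was -0.12, and 19 uppl and 19 control mRNAs fell by more than that. With the TPM rescaled over transcripts, an alternative chosen after seeing the data, the median over the other transcripts was 0.03, the uppl change -0.88 and the control change -0.01. Across the alternatives set before the data were examined, the uppl change stayed between -1.08 and -0.63 and the control change between -0.28 and -0.09. The largest falls among uppl mRNAs with at least 10 reads in each library were those of Nr2c2 (log2 change -4.04) and Ddx19b (-2.86), and the largest rises those of Ccdc117 (0.98) and Asb1 (0.81). The log2 change was -1.82 for Ago2, -1.48 for Strbp, -1.12 for Eif4ebp2, -1.07 for Ipmk, -0.34 for Ip6k1 and 0.32 for Exoc8. These changes compare single libraries, the eIF4E IP among them whose Mov10l1 goes against its label when rescaled over transcripts, and have no replicate check.

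**Figure D2:**
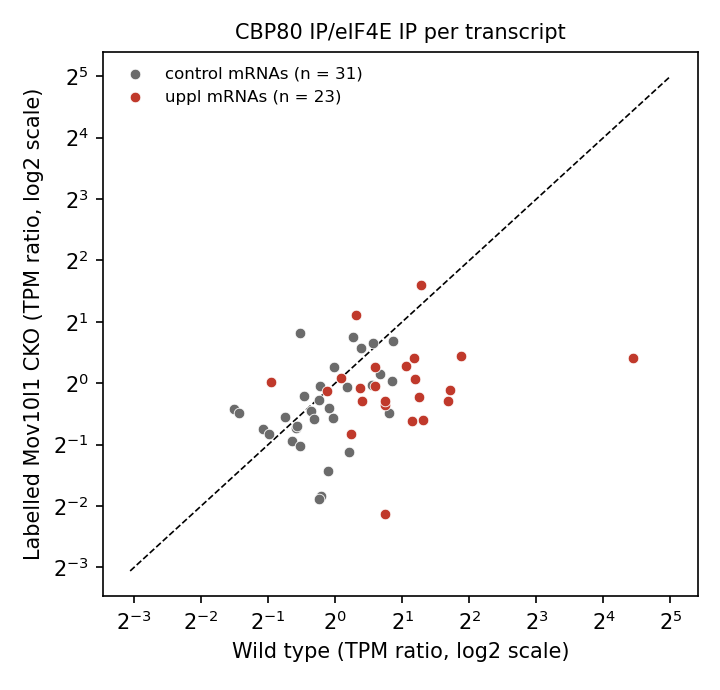
CBP80 IP over eIF4E IP of each transcript in the libraries labelled Mov10l1 CKO against wild type (TPM ratios, both axes on a log2 scale), for 23 uppl and 31 control mRNAs with at least 10 reads in all 4 libraries. The dashed line marks equal ratios, and 19 uppl and 19 control mRNAs lie below it.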

The enrichment of uppl mRNAs in CBP80 IPs was significantly reduced in *Mov10l1* CKO mutants compared to the wild type (Fig. 4d, *p* = 3.7 × 10^−4^), while the distribution of control mRNAs was unaffected (*p* = 0.32). 

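Within the libraries labelled Mov10l1 CKO, the median CBP80/eIF4E ratio was 0.923 for 27 uppl mRNAs and 0.717 for 35 control mRNAs, with a log2 ratio of the medians of 0.36. The uppl median was at percentile 80.58 of the random lists matched on mean expression, inside their central 95%, and at percentile 34.22 with matching on transcript length as well. Among the 23 uppl mRNAs with at least 10 reads in both libraries, Exoc8 (3.02) and Asb1 (2.17) had the highest ratios, and Ddx19b (0.229) and Ipmk (0.560) the lowest. When the reads of the wild-type libraries were thinned at random to the number of reads on the listed mRNAs in the libraries labelled Mov10l1 CKO, the log2 ratio of the medians stayed between 0.72 and 1.19 in 95% of 1000 thinnings, and 0.0% of them fell as low as 0.36. The thinning took the same fraction of reads from both lists, while the control mRNAs had lost a larger share of theirs than the uppl mRNAs. From the lower enrichment in the mutants, the paper reasons that piRNA processing takes place on CBP80-bound uppl mRNAs.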

Our results indicate that our failure to detect appreciable translation of eIF4E-bound uppl mRNAs is due to their processing into piRNAs while they are CBP80-bound, suggesting that uppl mRNA translation and piRNA biogenesis are temporally coupled and carried out using the same uppl RNA molecule.

The coupling of piRNA processing and translation indicates that the uppl mRNAs are targeted by the piRNA processing machinery immediately after or while they are being translated. To investigate how this coupling is achieved, we tested whether 3′UTR ribosome binding requires upstream initiation near the 5′-cap. We treated testes with harringtonine^45^, which blocks early elongation by binding to the A site of newly assembled ribosomes^77^. Given that uppl 3′UTRs do not harbor long ORFs (median putative ORF length is 42 nts, Supplementary Fig. 4c), 3′UTR ribosomes should accumulate and be resistant to harringtonine treatment if there is internal initiation. After a 2-h treatment, the control mRNAs showed a significant reduction in elongating ribosomes on ORFs (*p* = 8.7 × 10^−12^, Fig. 4e and Supplementary Fig. 4d), compared to the initiating ribosomes accumulated around the start codons. On uppl mRNAs, ribosomes accumulated at the translation start sites, similar to control mRNA (*p* = 0.17). In comparison to the ribosomes at translation start sites, ribosomes at ORFs (*p* = 4.4 × 10^−11^) and 3′UTRs (*p* = 1.2 × 10^−11^) were substantially reduced (Fig. 4e and Supplementary Fig. 4d). Thus, 3′UTR ribosomes migrate from upstream long ORFs rather than loading internally. Unlike the conventional initiation mechanisms on mRNA ORFs after uORF that require a short uORF length, our study suggests compromised post-termination recycling, which underlies the coupling between translation at ORFs and piRNA processing at 3′UTRs.

### Biphasic biogenesis before and after the stop codon

uppl ORFs also produce authentic piRNAs with a 1U bias (Fig. 4a), although piRNAs derived from 3′UTRs are >31-fold more abundant than they are in ORFs, which equates to an 8-fold difference when normalized to 3′UTR and ORF length, respectively (Supplementary Fig. 4e). To understand why significantly different amounts of piRNAs are detected from ORFs and 3′UTRs (*p* = 1.4 × 10^−7^, Supplementary Fig. 4e) and how this is related to ribosomes, we analyzed uppl ORF RPFs. Unlike ORF piRNAs with a 1U bias, ORF RPFs exhibit an in vitro digestion signature without a 1U bias (Fig. 4a). The ratios of 5′P RPFs to 5′OH RPFs from uppl ORFs are comparable to those of RPFs from the control mRNA ORFs (Fig. 4b, *p* = 0.71), suggesting that RPFs present at uppl ORFs predominately harbor 5′OH ends at the steady state. RPFs from uppl ORFs have a significantly less pronounced 5′ overlap with mature piRNAs than 3′UTR RPFs (Fig. 3c, Student’s *t* test, *p* = 1.4 × 10^−4^). Consistent with the lack of in vivo processing of ORF RPFs, we found that ORF RPFs have a similar distribution between monosome and polysome fractions when compared to RPFs from the control mRNA ORFs (Fig. 4c, *p* = 0.45). Furthermore, the abundance of RPFs and piRNAs at ORFs do not correlate with each other when controlling for the abundance of uppl mRNAs (Fig. 3b, left, *r* = −0.3, *p* = 0.1), indicating a lack of a biogenic relationship between ribosome-bound ORFs and piRNAs. Therefore, our results indicate that ribosome-guided piRNA processing occurs at uppl 3′UTRs but not at uppl ORFs.

The lack of a biogenic relationship between RPFs and piRNAs at uppl ORFs could be due to: (1) a different mechanism of piRNA processing where only a translationally suppressed subpopulation of uppl mRNA ORFs is processed into piRNAs, with the majority protected from processing; or (2) the mRNA ORFs are processed but do not generate piRNAs efficiently. To distinguish between these two possibilities, we monitored the fragmentation process on ribosomes. Using degradome sequencing (degradome-seq) of long RNAs (>200 nt) from affinity-purified ribosomes, we captured ribosome-bound 5′P RNAs. We found that the abundance of ribosome-bound 5′P RNAs from 3′UTRs was not higher than that from ORFs (*p* = 0.3, Supplementary Fig. 4e), arguing against the possibility that the majority of ORFs were protected from processing. We then tested whether these 5′P RNAs have their 5′-ends aligned with the 5′-ends of piRNAs, which would suggest that the cleavage process forms the piRNA 5′-ends. We found that the 5′P RNAs from uppl ORFs had a significantly lower 5′ overlap (*Z* score = 3.2 ± 0.4) with the 5′-ends of uppl ORF piRNAs compared to the 5′ overlap between 5′P RNAs and piRNAs at uppl 3′UTRs (*Z* score = 18 ± 1, Student’s *t* test, *p* = 1.8 × 10^−5^, Supplementary Fig. 4f). Consistent with this, neither ribosome-bound 5′P RNAs nor RPFs from uppl ORFs have the 1U bias, unlike that of the 5′P RNAs and RPFs from uppl 3′UTRs (Fig. 4a). Thus, although uppl ORFs are cleaved, the lack of 5′ overlap between the cleavage products and uppl ORF piRNAs indicates that the cleavage products are inefficiently processed into piRNAs.

To determine whether auxiliary factors facilitate efficient processing of piRNAs at uppl 3′UTRs, we tested for TDRD5 (tudor domain containing 5) function, the disruption of which impacts pachytene piRNA production^45,78^. We found that piRNAs derived from uppl ORFs were still produced, but 3′UTR piRNAs were depleted in *Tdrd5* mutants (Fig. 4f and Supplementary Fig. 4f), indicating that uppl ORF piRNAs do not require TDRD5 for their production, whereas 3′UTR piRNAs do. Therefore, 3′UTR piRNAs derived from uppl 3′UTRs and ORFs have linked but distinct biogenic requirements. Taken together, our results indicate that efficient piRNA processing at uppl 3′UTRs requires both ribosomes and TDRD5 and that post-transcriptional processing differences at 3′UTRs and ORFs explain why even though the entire length of uppl mRNAs generates piRNAs, >96% of uppl piRNAs are derived from uppl 3′UTRs. These results are similar to the biphasic piRNA biogenic mechanism we identified previously in pachytene piRNAs from lncRNA piRNA precursors^45^. Therefore, combined with our previous work on lncRNAs^45^, our study reveals a general ribosome-guided mechanism by which piRNA precursors, regardless of their source, are converted into piRNA sequences (Supplementary Fig. 4g).

### Inhibition of co-translational surveillance pathways

Ribosomes that failed to recycle at the 3′UTRs of mRNAs should be rescued/resolved by ribosome recycling factors such as PELOTA (the mouse homolog of yeast DOM34)^79–84^. To understand how 3′UTR ribosomes avoid recycling by PELOTA, we performed immunostaining on squashed spermatocytes and spermatids. We found that PELOTA localized to the nuclei of pachytene spermatocytes, but not to the nuclei of round spermatids (Fig. 5a). Similar nuclear localization, specifically at the pachytene stage, has been reported for other translational control proteins^85^. Considering that PELOTA is the major player in no-go decay^86^ and no-stop decay^87^, the sequestration of ribosome recycling factors in the nucleus suggests that their associated mRNA decay pathways are inhibited at pachynema.

**Fig. 5:**
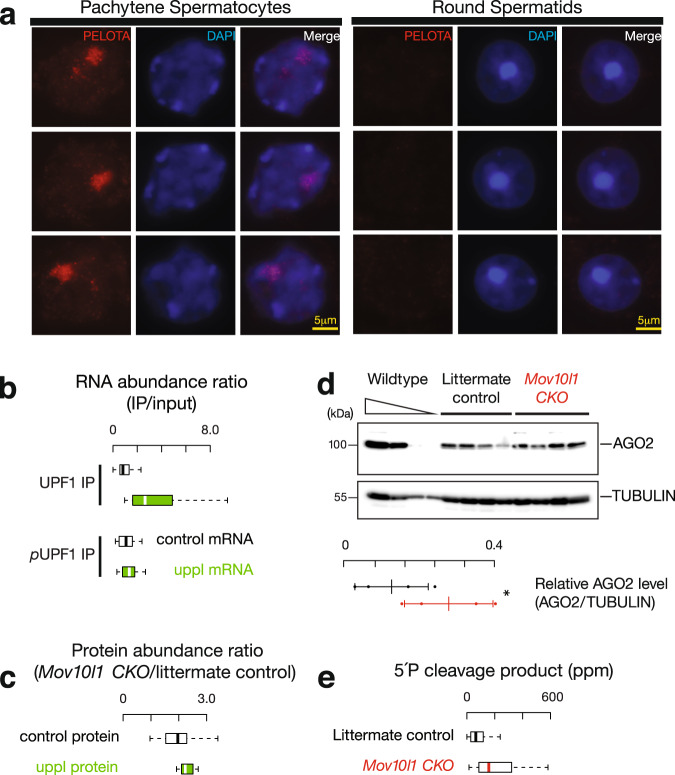
3′UTR piRNA biogenesis as a special co-translational mRNA decay pathway. **a** Immunolabeling of squashed pachytene spermatocytes (left) and round spermatids (right). Three examples of each stage were shown using anti-PELOTA, DAPI, and merged. Experiments were repeated at least three times independently with similar results. Scale bar, 5 μm. **b** Boxplots of the ratios of RNA abundance in UPF1 IP (upper) and phosphorylated UPF1 IP mutant (lower) versus their corresponding input in adult wild-type testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. **c** Boxplots of the changes of protein abundance coded per gene in *Mov10l1* mutants (sample size *n* = 5 independent biological replicates) compared to littermate controls in adult testes. Control mRNA *n* = 43, uppl mRNA *n* = 30. **d** AGO2 western blot (top) and TUBULIN western blot (bottom) of adult testis lysates from serial dilutions of adult wild-type lysates (left) and four biological replicates of *Mov10l1*^*CKO/*∆^ *Neurog3-cre* (middle) and *Mov10l1*^*CKO/*∆^ (right). Abundance of AGO2 and TUBULIN was quantified using ImageJ^158^ and then fitted to the standard curve of the wild-type testis lysates. Relative abundance of AGO2 were calculated as the abundance of AGO2 normalized by the abundance of TUBULIN (sample size *n* = 4 independent biological samples). Data are mean ± standard deviation; *p = 0.048, one-side Student’s *t* test. Each data point was overlaid as dot plots. **e** Boxplots of the 5′P decay intermediates per mRNA in adult wild-type testes. AGO2 target transcripts *n* = 41. Box plots in (**b**, **c**, **e**) show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

Although uppl mRNAs that have extensive 3′UTRs (Fig. 2d) should represent conventional substrates to elicit NMD^88^, the spreading of ribosomes on 3′UTRs should inhibit the NMD as demonstrated by polycistronic viruses or inhibition of ribosome recycling factors^89,90^. 

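UPF1 is an RNA helicase that marks mRNAs for nonsense-mediated decay, and pUPF1 is its phosphorylated form. Each IP was sequenced as 1 library from adult wild-type testes. The sample labels and the table of reads in Supplementary Data 1 name no drug for the pUPF1 IP, while the table of species there names it with okadaic acid, an inhibitor of protein phosphatases. For injections of this drug the methods give 16 nM per testis in a volume of 10 μl. An RNA-seq library of testes treated with okadaic acid served as the RNA reference for both IPs. The legend of Fig. 5b speaks of the corresponding inputs, the paper's text does not name the library used for the UPF1 IP, and none of the 70 UPF1 values in the Source Data of Fig. 5b that could be compared equals a ratio to this library, while 66 of 70 pUPF1 values do. Salmon assigned 13918110 reads in the UPF1 IP, 22542626 in the pUPF1 IP and 34340482 in the RNA-seq library, against 17729024, 29537257 and 42787378 read pairs in Supplementary Data 1. rRNA took 57.7%, 81.3% and 3.2% of the assigned reads, and 5850909, 4175712 and 32127591 reads were on transcripts. The ratio of a transcript was its TPM in an IP over its TPM in the RNA-seq library, and a transcript with 0 TPM in the RNA-seq library was left out. A further ratio, of the pUPF1 IP over the UPF1 IP, needs no RNA library, but the UPF1 IP is not named with the drug.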

To test this idea, we performed IP in testis lysates using anti-UPF1 and anti-phosphorylated UPF1, followed by RNA-seq. UPF1 plays a role in NMD target recognition and elimination, and the phosphorylation of UPF1 is required to activate NMD^74,91^. 

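With the okadaic acid RNA-seq library as the reference, the median UPF1 IP/RNA ratio was 3.73 for 28 uppl mRNAs (quartiles 2.33 and 5.48) and 1.35 for 42 control mRNAs (quartiles 0.923 and 2.03). The log2 ratio of the medians was 1.46, and all 28 uppl mRNAs were above the control median. As a description of these libraries, the uppl median was above all 10000 random lists matched on mean expression (central 95% from 1.33 to 2.56). Matching on transcript length as well left it at percentile 99.99. The log2 ratio of the medians over the same RNA library was 0.06 for the eIF4E IP and 0.75 for the CBP80 IP, in which 24 of 28 uppl mRNAs were above the control median. The alternative that moved the UPF1 value most, the sum over all transcripts of each gene, gave 1.00. Among uppl mRNAs with at least 10 reads in both libraries, Tktl2 (29.4) and Mlc1 (7.56) had the highest UPF1 IP/RNA ratios, and Zfp382 (1.40) and Klhl11 (1.46) the lowest. The reads assigned to Tktl2 changed sharply between libraries, with 0.0405 in the wild-type CBP80 IP and 395 in the wild-type eIF4E IP. Its ratios in the UPF1 and pUPF1 IPs are therefore uncertain. The median pUPF1 IP/RNA ratio was 1.34 for 28 uppl mRNAs and 1.09 for 42 control mRNAs, a log2 ratio of 0.31, and 15 of the 28 uppl mRNAs were above the control median. Both lists stood high among their random lists, at percentile 97.91 for uppl and 99.92 for control mRNAs. With random lists matched on transcript length the uppl median was at percentile 95.23, inside the central 95%, and the sum over all transcripts of each gene turned the log2 ratio of the medians to -0.03. The highest pUPF1 IP/RNA ratios were those of Ip6k1 (3.39) and Zfp652 (2.68), and the lowest those of Zfp382 (0.316) and Tacc1 (0.553). Set against the UPF1 IP, the pUPF1 IP had a median ratio of 0.319 for 30 uppl mRNAs and 0.593 for 42 control mRNAs. The log2 ratio of these medians was -0.90, only 3 of the 30 uppl mRNAs were above the control median, and the uppl median was below every random list. The control median was high among its own random lists, at percentile 99.98 (random lists with a median of 0.460). The pUPF1 IP/UPF1 IP ratio was highest for Zfp652 (1.50) and Zfp280b (0.875) and lowest for Tktl2 (0.0506) and Tacc1 (0.133). From more UPF1 without more phosphorylation, the paper reasons that nonsense-mediated decay is inactive on these mRNAs.

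**Figure D3:**
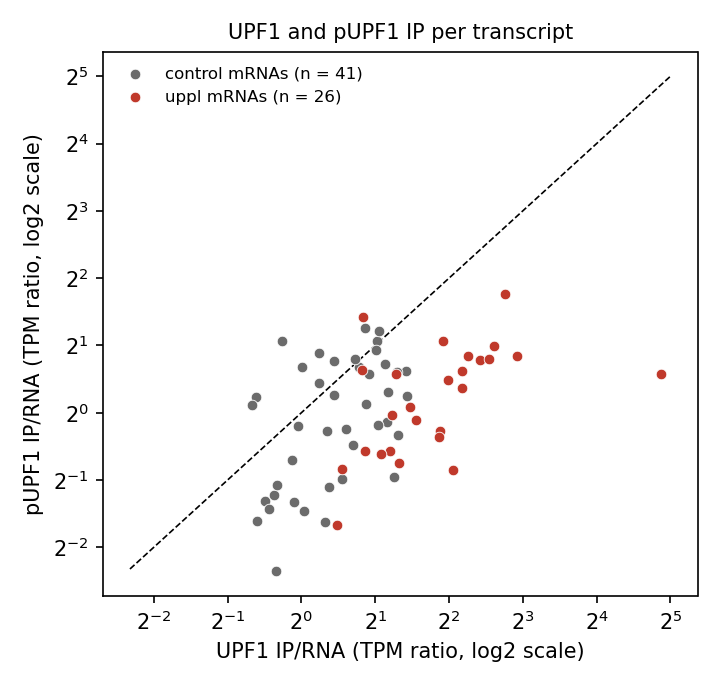
pUPF1 IP/RNA against UPF1 IP/RNA of each transcript (TPM ratios, both axes on a log2 scale), for 26 uppl and 41 control mRNAs with at least 10 reads in all 3 libraries. The dashed line marks equal ratios, and 25 uppl and 30 control mRNAs lie below it. The median pUPF1 IP/UPF1 IP ratio of the other transcripts was 0.454, so lying below the line does not by itself set a list apart.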

We found that uppl mRNAs are enriched in UPF1 IP (Fig. 5b, *p* = 3.9 × 10^−8^), but this uppl mRNA-associated UPF1 did not show increased levels of phosphorylation compared to control mRNAs (Fig. 4b, lower, *p* = 0.15), indicating the NMD is not activated on the uppl mRNAs given that they appear to be NMD substrates. The NMD pathway is further repressed globally at the pachynema in testes^92^. The lack of NMD activity, in conjunction with the nuclear localization of PELOTA/DOM34 at the pachytene stage, may be a prerequisite for piRNA biogenesis during normal development. Taken together, ribosomes binding to the piRNA precursor uppl mRNAs temporally stagger with other translation-dependent mRNA decay pathways, allowing massive piRNA production from mRNAs and lncRNA precursors during the pachytene stage with an abundance of 3.8–8.4 million piRNA molecules in each spermatocyte^25^ constituting >95% of the total piRNAs in adult mouse testes^8^.

### piRNA biogenesis fine-tunes protein production

Given that other translation-dependent mRNA decay targets endogenous mRNAs to fine-tune protein production^93^, we tested whether the piRNA biogenesis pathway impacts protein production from uppl mRNAs. We performed quantitative mass spectrometry using *Mov10l1* CKO mutants and their littermate controls. We observed a significant increase in steady-state protein levels from uppl mRNAs, with a median increase of 13%, in comparison to the control mRNAs (*p* = 3.2 × 10^−2^, Fig. 5c). These results indicate that piRNA biogenesis regulates the abundance of a subset of proteins, including AGO2 (encoded by *pi-Ago2/Eif2c2.1*), which plays a central role in small RNA function, DDX19B (encoded by *pi-Ddx19b.1*, the homolog of yeast *Dbp5*), which controls mRNA export^94,95^, and the translational repressor 4E-BP1 (encoded by *pi-Eif4ebp2.1*)^96^. Among the 16 out of 30 uppl genes with reported mutant phenotypes^97^, half of them have been demonstrated to be essential, 5 of which (*Ddx19b*, *Strbp*, *Asb1*, *Ip6k1*, and *Nr2c2*) exhibit impaired male fertility^98–102^ and 3 of which (*Ago2*, *Exoc8*, and *Ipmk*) display embryonic lethality^98,103,104^. This is significantly different (*χ*^2^ test, *p* = 1.3 × 10^−4^) from the reported phenotypes in all mouse mutants wherein 7% and 30% of mutants display fertility defects and embryonic lethality, respectively^105^. Thus, 3′UTR piRNA processing affects the level of proteins from essential genes.

To test the impact of protein amount changes due to 3′UTR piRNA biogenesis, we chose to focus on the miRNA function of AGO2, whose abundance significantly increased by 115% according to western blot quantification (Student’s *t* test, *n* = 4, *p* < 0.05, Fig. 5d) in total testes of *Mov10l1* CKO mutants where piRNA biogenesis is blocked. We focused on miRNAs that are regulated by A-MYB to ensure that the targeted events occur at the same developmental stage when 3′UTR piRNAs are produced. We identified six miRNAs (mmu-mir-449a,c, mmu-mir-34b,c, mmu-mir-184, and mmu-mir-191) whose expression are significantly reduced in the *A-Myb* mutant (*q* value < 0.05) and have an A-MYB binding peak nearby (within 1 kb) (Supplementary Fig. 5a, b). Given that miRNAs can be loaded into all four AGO proteins (AGO1–4), to distinguish the function of AGO2-bound miRNAs, we took advantage of the fact that only AGO2 has slicer activity^106^ and searched for the targets of miRNA-guided AGO2-mediated cleavage with the following criteria: (1) the cleavage products are detected in a degradome-seq library that captures the 5′P species in adult testis; and (2) the target RNAs are directly regulated by A-MYB to ensure that the targeted events occur at the same cell type and same developmental stage when 3′UTR piRNAs are produced. We detected 41 target transcripts meeting these criteria. The number of cleavage events in these transcripts, as measured by degradome-seq, significantly increased with a median increase of 146% in *Mov10l1* CKO mutants (Fig. 5e, *p* = 2.5 × 10^−4^). In sum, the increased protein level of AGO2 in *Mov10l1* CKO mutants leads to increased activity of miRNAs expressed during pachynema.

Among the 17 out of 41 target transcripts of miRNA-guided AGO2-mediated cleavage with reported mutant phenotypes^97^, 14 (>80%) have been demonstrated to be essential, 4 (*Atp8b3*, *Btrc*, *Cfap206*, and *Ptdss2*) exhibit impaired male fertility^107–110^, and 10 (*Dnaaf1*, *Eif3e*, *Ipo11*, *Ndufaf7*, *Rpa1*, *Slc2a3*, *Smarcb1*, *Smc5*, *Ssrp1*, and *Tmem258*) display embryonic lethality^98,111–115^. *Rpa1* (replication protein A1) and *Slc2a3* (solute carrier family 2, member 3, also known as *Glut3*) are haploinsufficient^116,117^, indicating the essence of sufficient dosage of gene products for their normal functions. As expected with increased miRNA-guided AGO2-mediated cleavage, we detected significantly decreased RPF abundance from these target RNAs in comparison to the control mRNAs with a median decrease of 29% (Supplementary Fig. 5c, *p* = 1.8 × 10^−5^). Given the sensitivity to gene dosage and the essential functions of these target genes, increased miRNA-guided AGO2-mediated cleavage of their transcripts and decreased protein synthesis may contribute to the infertility of *Mov10l1* CKO mutants. Considering that AGO2 is just one of the uppl mRNA protein products, our data support the biological significance of 3′UTR piRNA biogenesis in fine-tuning protein abundance during normal development.

### The biogenesis of 3′UTR piRNAs is evolutionarily conserved

To test whether the biogenic mechanisms for 3′UTR piRNAs are also seen for 3′UTR piRNAs found in other amniotes, we identified and annotated 3′UTR piRNAs in roosters (*Gallus gallus*). We used RNA-seq from roosters to assemble the testis-specific transcriptome and then aligned piRNAs to annotated mRNAs. To identify precursor transcripts, we required a piRNA abundance of >100 ppm and ≥90% of piRNAs mapping to 3′UTRs (a median percentage of 96.3% of mouse 3′UTR piRNAs derived from 3′UTRs). To ensure that mRNAs are translated in rooster testes, we also required an RPF abundance ≥1 ppm from their ORFs. Using these criteria, we detected, in total, 23 transcripts that both produce piRNAs (Fig. 6a) and code for proteins (as shown by 3-nucleotide periodicity, Fig. 6b), thus representing uppl mRNAs. The TSSs of these transcripts (but not their 3′UTRs) have a nearby H3K4me3 ChIP-seq peak, a signature of RNA Pol II TSSs^118^ (Fig. 6a), arguing against the existence of 3′UTR-specific isoforms, and 21 out of 23 H3K4me3 ChIP-seq peaks completely overlap with A-MYB ChIP-seq peaks (Supplementary Fig. 6a), indicating that 3′UTR piRNAs also exist in chickens and are derived from full-length mRNA precursors.

**Fig. 6:**
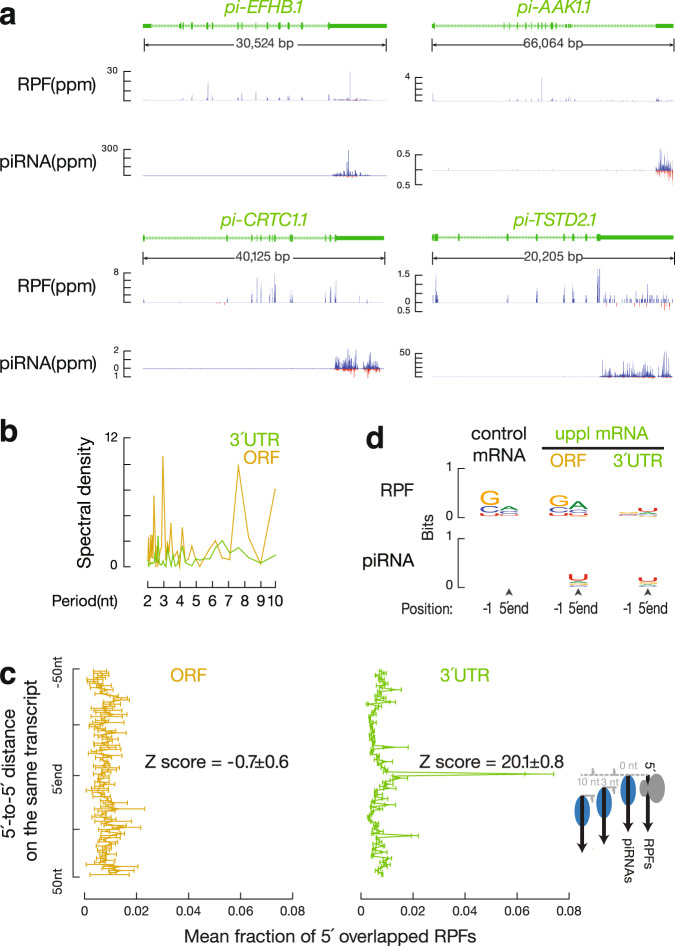
Ribosome-guided 3′UTR piRNA formation is evolutionarily conserved. **a** Normalized reads of RPFs and piRNAs mapping to four representative chicken uppl genes in adult rooster testes. In roosters, both strands of uppl mRNAs code for piRNAs; blue represents Watson strand mapping reads; red represents Crick strand mapping reads. **b** Discrete Fourier transformation of the distance spectrum of 5′-ends of RPFs across ORFs (gold) and 3′UTRs (green) of chicken uppl mRNAs in adult rooster testes. **c** Distance spectrum of 5′-ends of RPFs from uppl ORFs (left) and from 3′UTRs (right) that overlap piRNAs in adult rooster testes (sample size *n* = 3 independent biological replicates). Data are mean ± standard deviation. **d** Sequence logos depicting nucleotide bias at 5′-ends and 1 nt upstream of 5′-ends of the following species from adult rooster testes. Top to bottom: RPF species and piRNAs, which map to control mRNAs, uppl ORFs, and 3′UTRs, respectively.

The 23 chicken uppl mRNAs include genes such as *pi-CRTC1* (CREB regulated transcription coactivator 1), *pi-DOT1L* (DOR1-like, histone H3 methyltransferase), and *pi-USP53* (ubiquitin specific peptidase 53). All 23 genes have mouse homologs, and mouse mutants for 17 of the 23 have been reported^97^. Out of the 17 genes, 10 (59%) are essential in mice, with 3 impairing fertility and the rest causing embryonic lethality. Among the 30 mouse uppl genes, 23 have a homolog in chickens, none of which robustly produce piRNAs in rooster testes (Supplementary Fig. 6b). The 23 chicken uppl genes have no overlap with the mouse uppl genes, and their mouse homologs produce few piRNAs in adult mouse testes (Supplementary Fig. 6c). We used these 23 chicken transcripts as non-piRNA-producing control mRNAs in the following analyses in chickens. While none of the mouse uppl mRNAs come from sex chromosomes (X or Y chromosomes), explained by meiotic sex chromosome inactivation, 8 out of 23 (35%) of the chicken uppl genes mapped to the Z chromosomes (the bird sex chromosomes that are not inactivated because rooster is the homogametic sex), which are significantly enriched compared to all the mRNA-encoding genes we assembled for rooster testes (5.7%, *χ*^2^ test, *p* = 4.0 × 10^−6^). Thus, mouse and chicken 3′UTR piRNAs are derived from diverse, non-overlapping genes, the majority of which are essential for viability and fertility.

We found that RPFs also extended into the 3′UTRs of chicken uppl mRNAs (Fig. 6a). After controlling for the mRNA levels measured by RNA-seq, we found a significant partial correlation between piRNA abundance and RPF abundance from each chicken uppl mRNA 3′UTR (*r* = 0.96, *p* = 1.5 × 10^−12^, Supplementary Fig. 6d, left), indicating that the ribosome-bound uppl 3′UTRs are processed into piRNAs in roosters. The 5′-ends of RPFs from chicken uppl 3′UTRs significantly overlapped with the 5′-ends of piRNAs (Fig. 6c, right, and Supplementary Fig. 6e). The 5′-ends of 3′UTR RPFs also displayed a 1U bias (Fig. 6d). Authentic piRNAs with 1U bias are produced from uppl ORFs (Fig. 6d). Unlike 3′UTR RPFs, the abundance of uppl ORF RPFs does not correlate with piRNA abundance (*r* = −0.09, *p* = 0.69, Supplementary Fig. 6d, right), and the ORF RPFs did not display a signature of in vivo cleavage (Fig. 6d) nor correspond to future piRNA sites (Fig. 6c, left). Thus, chicken uppl ribosomes also guide endonucleolytic cleavages that generate piRNA 5′-ends in 3′UTRs, but do not do so in ORFs. In sum, although the mRNAs that produce piRNAs do not overlap between mice and chickens, the existence of ribosome-guided piRNA biogenesis from mRNA 3′UTRs in both mice and chickens suggests that an evolutionary conserved biogenic mechanism predates the divergence of mice and chickens approximately 330 million years ago^119^.

### Transposon fragments are embedded in precursor mRNAs

To determine the common features of 3′UTR piRNA precursors in chicken and mice, we revisited the debate over whether 3′UTR piRNA precursors harbor TE sequences^56,120,121^. We tested whether mouse uppl mRNAs are enriched in TE sequences or are produced from regions with TEs nearby when compared to the control mRNAs. We determined the distance from the start site of each transcript to the nearest TE in the genome and found that uppl mRNAs are not significantly closer to TEs than the control mRNAs (Supplementary Fig. 7a, *p* ≥ 0.20). We computed the percentages of exonic and intronic nucleotides that are annotated as part of a TE for each locus and found that a significantly higher fraction of uppl mRNA exons harbor short interspersed nuclear elements (SINEs; *p* ≤ 2.7 × 10^−8^) in comparison to the control mRNA genes that contained no exonic nucleotides corresponding to TEs (Fig. 7a). The intronic regions of uppl mRNA genes and the control mRNA genes contained a similar fraction of TEs (*p* ≥ 0.02, Supplementary Fig. 7b). These SINE-containing exonic regions almost exclusively correspond to the 3′UTRs (Supplementary Fig. 7c). Thus, TEs are enriched in spliced uppl mRNAs in mice.

**Fig. 7:**
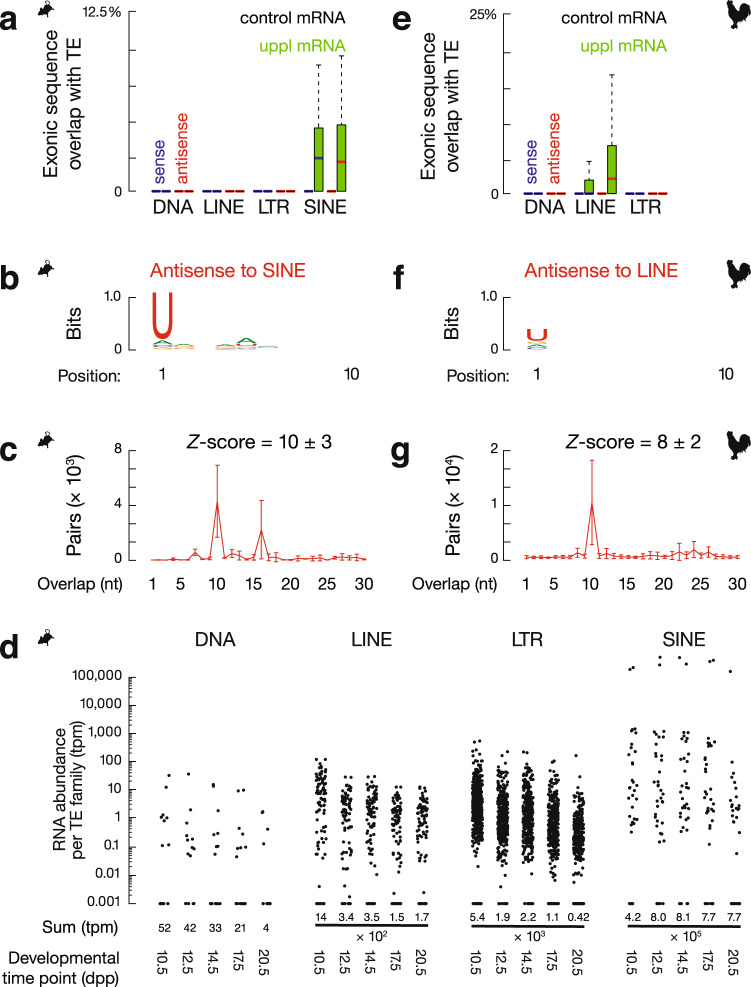
Spliced piRNA precursor mRNAs contain transposon fragments. **a** Boxplots showing the fraction of transcript exon sequence correspondence to sense (blue) and antisense (red) transposon sequences in mouse genome. Control mRNA *n* = 43, uppl mRNA *n* = 30. **b** Sequence logo showing the nucleotide composition of antisense SINE-piRNA species that uniquely map to mouse uppl mRNAs. **c** The 5′–5′ overlap between piRNAs from opposite strands of SINE consensus sequences was analyzed to determine whether antisense SINE piRNAs from mouse uppl mRNAs display Ping-Pong amplification in trans. The number of pairs of piRNA reads at each position is reported (sample size *n* = 3 independent biological replicates). Data are mean ± standard deviation. The *Z* score indicates that a significant ten-nucleotide overlap (Ping-Pong) was detected. *Z* score = 1.96 corresponds to *p* value = 0.025. **d** The RNA abundance of each TE superfamily in testes at the five developmental time points. Dpp: days postpartum, tpm: transcript per million. **e** Boxplots showing the fraction of transcript exon sequence correspondence to sense (blue) and antisense (red) transposon sequences in chicken genome. Control mRNA *n* = 23, uppl mRNA *n* = 23. **f** Sequence logo showing the nucleotide composition of antisense LINE-piRNA species that uniquely map to chicken uppl mRNAs. **g** The 5′–5′ overlap between piRNAs from opposite strands of LINE consensus sequences was analyzed to determine whether antisense LINE-piRNAs from chicken uppl mRNAs display Ping-Pong amplification in trans (sample size *n* = 3 independent biological replicates). Data are mean ± standard deviation. *Z* score = 1.96 corresponds to *p* value = 0.025. Box plots in **a**, **e** show the 25th and 75th percentiles, whiskers represent the 5th and 95th percentiles, and midlines show median values.

In adult mouse testes, we detected TE piRNAs produced from uppl mRNAs (Fig. 7b) that uniquely map to SINEs embedded in uppl mRNA 3′UTRs. Both sense and antisense piRNAs (according to their orientation with SINEs) exhibited a 1U bias not a 10A bias (Fig. 7b and Supplementary Fig. 7d), displaying a signature of primary piRNAs rather than secondary piRNAs. To test whether these piRNAs could trigger ping-pong amplification cycles in trans, we searched for secondary piRNAs from total SINE piRNAs in adult testis (piRNAs mapping to consensus SINE sequences with up to three mismatches allowed throughout the piRNA sequences). We found that antisense SINE-piRNAs, but not sense SINE-piRNAs, produced from uppl mRNAs display a significant ping-pong signature with total SINE-piRNAs (Fig. 7c and Supplementary Fig. 7e), indicating that these 3′UTR piRNAs can trigger post-transcriptional cleavage of SINE transcripts. 

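RNA of repeat families was read from the RNA-seq library of wild-type testes at 20.5 days postpartum (dpp), the 1 time point of Fig. 7d with a table analysed here, so the values given here are of that time point alone and have no replicate check. The authors' reference for Salmon contained consensus sequences of repeat families beside the mRNAs. The library holds 6182619 assigned reads, of which rRNA took 8.8%, against 29954704 read pairs in Supplementary Data 1. Each family was assigned to a class through the Source Data of Fig. 7d, and all 909 families listed there had the same TPM as in the table. The TPM of the families of a class were summed, and the estimated reads were summed as an alternative that leaves out the division by length. Reads from a repeat copy inside an mRNA can also be assigned to a family, and the tables do not tell these apart.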

To test the biological significance of why only SINEs but not other TE superfamilies are embedded in mouse uppl mRNAs, which cannot be explained by their percentage in the mouse genome (8.22% is SINE, 19.20% is long interspersed nuclear element (LINE), 9.87% is long terminal repeat (LTR), and 0.88% is DNA transposons)^122^, we compared their expression around the developmental stage when uppl piRNAs are produced. We found that SINEs are more highly expressed compared to DNA, LINE, and LTR transposons (Fig. 7d). Therefore, our data indicate that a subset of piRNAs produced from mouse uppl mRNAs post-transcriptionally silence TEs.

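At 20.5 dpp the 72 SINE families summed to 771128.6 TPM and 679366.3 reads. The 532 LTR families summed to 418 TPM and 10093.4 reads, the 173 LINE families to 166 TPM and 25733.1 reads, and the 132 DNA families to 4.24 TPM and 17 reads. The log2 ratio of SINE to the next highest class was 10.85 in TPM and 4.72 in reads. Families above 0 numbered 22 of the SINE, 241 of the LTR, 79 of the LINE and 6 of the DNA families. A pair of SINE families, singled out after the values were seen, took 99.97% of the SINE TPM. PB1 had 608106 TPM from 392861 reads on a consensus of 127 nts, and FAM had 162788 TPM from 286224 reads on a consensus of 168 nts. The other 70 SINE families summed to 235 TPM, below the LTR families. The paper states from Fig. 7d that SINE expression exceeds that of the other classes.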

To test whether the function of producing antisense TE piRNAs is biologically significant during evolution, we performed a similar analysis in chickens and found that the processing of chicken 3′UTR piRNA precursors also generates antisense TE piRNAs. Chicken piRNA precursor mRNAs harbor TEs in their exonic regions that correspond to 3′UTRs (Fig. 7e and Supplementary Fig. 7f). While SINEs are largely absent from the chicken genome^123^, we found significantly more LINEs embedded in chicken uppl mRNA exons (*p* = 2.5 × 10^−4^), whereas control mRNA genes contained no exonic nucleotides corresponding to TEs (Fig. 7e). Unlike mice, where both sense and antisense TEs are embedded in uppl mRNAs, an antisense bias of TEs was detected in chickens (sense median = 0.0%, antisense median = 2.1%). LINE piRNAs produced in chicken adult testes manifest a 1U bias but not a 10A bias (Fig. 7f). These piRNAs, uniquely mapping to uppl mRNAs, can also target TEs in trans, post-transcriptionally generating secondary piRNAs (Fig. 7g). Although neither uppl genes nor TE families (Fig. 7a, e) are conserved between mice and chickens, which may accommodate rapidly changing populations of TEs, our data show that the use of mRNAs embedded with TEs to produce antisense TE piRNAs that cleave TEs post-transcriptionally is a common strategy in amniotes.

## Discussion

Here we systematically characterized 3′UTR piRNAs (which should be called genic piRNAs, as ORF regions also produce piRNAs). By defining the transcription factors associated with piRNA biogenesis and characterizing mutants with transcriptional and post-transcriptional processing defects, we demonstrate that full-length mRNAs are the precursors of 3′UTR piRNAs. These mRNAs undergo pioneer rounds of translation that are followed by the production of piRNAs. This coupling is mediated by post-termination 80S ribosomes on 3′UTRs that guide endonucleolytic cleavages and generate the 5′-ends of piRNAs. Together with our previous studies on piRNA biogenesis from lncRNA precursors^45^, we find that ribosomes guide piRNA biogenesis downstream of ORFs regardless of ORF length. Similar to other co-translational mRNA quality-control pathways, piRNA processing from mRNAs fine-tunes the protein products from these mRNAs. This co-translational processing of piRNAs is found in both mice and chickens. Therefore, we reveal a general and conserved mechanism by which post-termination ribosomes guide piRNA 5′-end formation from non-protein-coding regions of RNAs in amniotes.

TE silencing in mice is thought to be carried out principally by prenatal piRNAs^124,125^. However, TE surveillance is still required throughout spermatogenesis. The murine PIWI protein MILI is not detected after prenatal piRNA expression ends and before pachytene piRNA expression begins^126^, resulting in a loss of production of prenatal piRNAs and potentially leaving TEs unrestrained after birth and before pachynema. Indeed, we observed a very significant increase in the expression load of SINEs from 10.5 dpp to 20.5 dpp. The expression of 3′UTR piRNAs throughout spermatogenesis (Supplementary Fig. 1a) may be critical for germline genome protection against activated TEs when TE piRNAs produced from other sources are low. Since TE piRNAs can also cleave other mRNAs that harbor TEs, as previously reported^127^, the TE piRNAs produced from uppl mRNAs may lead to a cascade of events to regulate mRNA stability. Given the rapid changes in TE families in each species over evolutionary time, the shared mechanisms for producing TE piRNAs from distinct gene subsets in divergent lineages suggest the biological significance of this strategy.

Furthermore, we discovered that fine-tuning of essential protein levels is a function of 3′UTR piRNA processing. One target of co-translational piRNA processing in mice spermatocytes is *Ago2* mRNAs. Consistent with the idea that piRNA processing attenuates AGO2 function, defective piRNA processing in *Mov10l1* mutants leads to increased AGO2 protein levels and decreased protein synthesis of AGO2-miRNA targets. Moreover, most AGO2-miRNA targets in spermatocytes harbor essential functions, allowing the initial impact on AGO2 protein levels to be further amplified. Although it is technically challenging, if even possible, to single out the impact of each uppl protein change on spermatogenesis, the combination of the dysregulation of these genes is likely to be a non-negligible contributor to the *Mov10l1* mutant phenotype. While the set of protein-coding genes that produce piRNAs is not evolutionarily conserved between mice and chickens, the functions of uppl mRNA genes are in general critical for spermatogenesis and viability in mice and chickens. The high enrichment of chicken uppl mRNA genes from the Z chromosome might reflect the requirements for dosage compensation from the two Z chromosomes in males, given that in chickens females are ZW with only one Z chromosome and the piRNA pathway is not active in the chicken ovary^128^. Taken together, although fine-tuning protein is unlikely to represent the primary selective force that marks a subset of mRNAs as piRNA precursors, we expect the better fitness gained by the rapid turn-over of these essential mRNAs to further reinforce their piRNA precursor identity.

The ribosome mitigation downstream of ORFs regardless of ORF length suggests compromised ribosome recycling. During conventional termination, ABCE1 binds to post-termination ribosomes and splits the large and small subunits^129,130^. After 60S dissociation, a complex including eIF2D/Tma64 (the homolog of eIF2D in yeast), MCST1/Tma20, and DENR/Tma22 is required for 40S ribosome recycling in yeast. In general, translation termination is a highly controlled process, with the binding of 80S ribosomes to 3′UTRs only being demonstrated in either terminally differentiated erythrocytes or in the context of mutated translational machinery^79–84,131–134^. In our study, the regulation of ribosome recycling occurs during meiosis prophase in cells that are not terminally differentiated, as spermatocytes will undergo two more rounds of cell division, weeks of further differentiation, and continued protein synthesis. This ribosome recycling regulation is specific to uppl mRNAs and may be due to the localization of uppl mRNAs in proximity to the mitochondria where piRNAs are processed. The process is enabled, at least partially, by the reprogramming of RNA metabolism at pachynema, including the inhibition of ribosome recycling and the NMD pathway, allowing for robust piRNA production in a short but critical time window during spermatogenesis. Our study indicates that reprogramming of ribosome recycling can occur locally and stage-specifically to enable biologically significant processes.

Our systematic characterization of 3′UTR piRNAs provides insights into the fundamental question: why are some transcripts processed to piRNAs while others are not? piRNA precursors could be either marked epigenetically during transcription or are recognized post-transcriptionally in the cytosol. Unlike *Drosophila* germline piRNA loci marked with a chromatin-bound protein Rhino^30^, currently no epigenetic factors have been identified to specially bind to piRNA loci in mammals. Although splicing signature is unlikely to be the hallmark for piRNA precursors in mammals as proposed for *Drosophila* piRNA biogenesis^59^, both lncRNA piRNA precursors and mRNA piRNA precursors exhibit longer first exons, suggesting that unique exon–intron structure could be one unique feature. Furthermore, given the translation of short upstream ORFs is insufficient to mark a transcript for piRNA biogenesis and the uppl mRNAs do not exhibit faulty translation on their main ORFs, the translation intermediates with post-termination ribosomes on a long 3′UTR is a prime candidate for further testing. Last but not least, if the TE-rich prenatal piRNAs target and initiate the processing of the 3′UTR piRNA precursors, the embedding of TE elements could also serve as a determining feature of a transcript for piRNA processing. Thus, the study of 3′UTR piRNAs allows a more comprehensive investigation into the unique features defining piRNA precursors.

The linked but distinct biogenic requirements before and after the stop codon of uppl main ORFs suggest that post-transcriptional processing of piRNAs can be further divided into two phases: substrate recognition and efficient processing. Since uppl ORFs are still processed into piRNAs distinct from other cellular mRNAs, this suggests that uppl mRNAs are recognized as substrates for piRNA processing as entire transcripts before endonucleolytic cleavages occur. Otherwise, if the substrate recognition couples with piRNA processing, as soon as the initial cleavage starts on 3′UTRs, the ORF portion of the transcripts would display no unique feature compared to other translating mRNAs. Our finding that the ORF portion of transcripts still enter piRNA processing but in an inefficient manner suggests that either post-termination ribosomes streamline piRNA production and/or the translating ribosomes inhibit piRNA processing machinery from accessing the RNAs. The requirement of TDRD5 for 3′UTR piRNA biogenesis suggests that TDRD5 may function by coordinating post-termination ribosomes with piRNA processing machinery. TDRD5 detected in amniotes (which harbor a homolog with >50% protein sequence identity with the mouse TDRD5) but not in fish (<10% of potential homologs)^135^ may have co-evolved with appearance of ribosome-guided piRNA biogenesis. Furthermore, although 3′UTR piRNAs have been characterized in fruit flies and the *cis* RNA elements sufficient to promote piRNA biogenesis in somatic cells have been identified^136,137^, their biogenesis remains when upstream translation is inhibited^137^, and the region downstream of the *cis* RNA element produce fewer piRNAs than the element region itself^136^. Thus, consistent with the recent appearance of TDRD5, ribosome-guided piRNA biogenesis is unlikely to be conserved in invertebrates and further studies are required to trace its evolutionary origins.

In summary, we reveal a conserved and general piRNA biogenesis mechanism that recognizes translating RNAs regardless of whether they harbor long ORFs or not. The assembly of 80S ribosomes on non-coding regions of RNA is not restricted by the length of the upstream ORFs and is temporally staggered with translation-dependent RNA quality-control pathways, suggesting compromised ribosome recycling. The coupling of piRNA biogenesis with translation fine-tunes the abundance of proteins that are critical for spermatogenesis in both mice and chickens.

## Methods

### Animals

Mice were maintained and used according to guidelines for animal care of the NIH and the University Committee on Animal Resources at the University of Rochester. Mice of the following strains C57BL/6J (Jackson Labs, Bar Harbor, ME, USA; stock number 664); *Rpl22*^*tm1.1Psam*^ on a C57BL/6J background (Jackson Labs; stock number 011029)^138^; *Mov10l1*^*tm1.1Jw*^ on a mixed 129×1/SvJ × C57BL/6J background^11^; and *Tg(Neurog3-cre)*C1Able/J on a B6.FVB(Cg) background (Jackson Labs; stock number 006333)^139^ were genotyped as described. Comparisons of compound mutants and controls involving *Mov10l1* CKO mutation were performed using siblings from individual litters. White Leghorn testes of the Cornell Special C strain from 1-year-old roosters were used according to guidelines for animal care of the NIH and the University Committee on Animal Resources at the University of Rochester.

### Small RNA sequencing library construction

Small RNA libraries were constructed and sequenced, as previously described^45^, using oxidation to enrich for piRNAs by virtue of their 2′-*O*-methyl-modified 3′ termini. The oxidation procedure selects against in vitro-digested products with a 3′ phosphate. A 25-mer RNA with 2′-*O*-methyl-modified 3′ termini (Supplementary Table 1, Spike-in RNA) was used as a spike-in control.

### Western blotting

For protein detection, testis lysates were resolved by electrophoresis on 10% sodium dodecyl sulfate (SDS)-polyacrylamide gels. The proteins were transferred to a 0.45 µm polyvinylidene difluoride membrane (EMD Millipore, Billerica, MA, USA), and the blot was probed with anti-AGO2 mouse monoclonal antibody (Wako Pure Chemical Corporation, 018-22021, 1:500), anti-TUBULIN rabbit antibody (Bimake, Houston, TX, USA, A5105, 1:1000), and then detected with sheep anti-mouse immunoglobulin G–horseradish peroxidase (IgG-HRP; GE Healthcare, Little Chalfont, UK; NA931V, 1:5000), and donkey anti-rabbit IgG-HRP (GE Healthcare, NA934V, 1:5000). Western blotting images were taken using Azure c300 imaging system, with the cSeries capture software (v1.6).

### Polysome gradient

Fresh testes were lysed in 1 ml lysis buffer (10 mM Tris-HCl, pH 7.5, 5 mM MgCl_2_, 100 mM KCl, 1% Triton X-100, 2 mM dithiothreitol (DTT), 100 μg/ml cycloheximide, and 1× protease-inhibitor cocktail) as previously described^45^. Five A_260_ absorbance units were loaded on a 10–50% (w/v) linear sucrose gradient prepared in buffer (20 mM HEPES-KOH, pH 7.4, 5 mM MgCl_2_, 100 mM KCl, 2 mM DTT, 100 μg/ml cycloheximide) and centrifuged in a SW-40ti rotor at 154,348 × *g* for 2 h 40 min at 4 °C. Samples were collected from the top of the gradient using a gradient Fractionation system (Brandel, Boca Raton, FL, USA; BR-188) while monitoring absorbance at 254 nm. Synthetic spike-in RNAs were added to each collected fraction before RNA purification. RNA was purified by Trizol (Ambion, Waltham, MA, USA) using the Direct-zol™ RNA MiniPrep plus Kit (Zymo Research, Irvine, CA, USA).

### Ribosome profiling

Ribo-seq was performed as previously described^45^. Cleared testis lysates were incubated with 60 units of RNase T1 (Fermentas, Waltham, MA, USA) and 100 ng of RNase A (Ambion) per A_260_ unit for 30 min at room temperature. Samples were loaded on sucrose gradients, and after centrifugation, the fractions corresponding to 80S monosomes were recovered for library construction.

The 5′P and 5′OH Ribo-seq library was prepared as follows (Supplementary Fig. 4a). (i) Size-selected and rRNA-depleted RPFs were ligated to a 5′ adapter. The ligation products were resolved on a 15% denaturing gel, and ligated products and unligated RNAs were purified separately. (ii) The 3′-ends of recovered RNAs were dephosphorylated and ligated to 3′ adapters (Supplementary Table 1, 3′ adapter). (iii) The unligated RNAs proceed to the conventional Ribo-seq library construction. (iv) The ligated RNAs directly proceed to the reverse transcription steps for library construction.

### RNA sequencing

Strand-specific RNA-seq libraries were constructed following the TruSeq RNA sample preparation protocol, as previously described^45^. rRNAs were depleted from total RNAs with complementary DNA oligomers (IDT) and RNase H (Invitrogen, Waltham, MA, USA)^140,141^. RNA-seq data were generated on HiSeq 2000 instrument (Illumina, San Diego, CA, USA).

### Degradome-seq library construction

Degradome-seq library construction was performed as described previously^45^. The RNAs were first oxidized at room temperature for 30 min with sodium periodate (Sigma, St. Louis, MO, USA) to block the 3′-ends from ligation and were then size-selected to isolate RNA ≥200 nts (DNA Clean & Concentrator™-5, Zymo Research). 5′ Adapters were attached using T4 RNA ligase (Ambion) at 20 °C for 3 h. The ligated products were subjected to rRNA depletion with complementary DNA oligomers (IDT) and RNase H (Invitrogen)^140,141^. The rRNA-depleted ligation products were reverse transcribed using a degenerate primer (Supplementary Table 1, Degenerate primer). cDNA was amplified by PCR using KAPA HIFI Hotstart polymerase (Kapa Biosystems, Wilmington, MA, USA), and 250–350 nts double-stranded DNA was isolated on 8% native PAGE gels.

### Histology and immunostaining

For histologic analysis, testes were fixed in Bouin’s solution overnight, embedded in paraffin, and sectioned at 4 µm. Following standard protocols, sections were deparaffinized, rehydrated, and then stained with hematoxylin and eosin.

PELOTA/DOM34 immunostaining and mouse monoclonal anti-HA antibody (ascites fluid, 1:2000 dilution; Covance, Princeton, NJ, USA; MMS-101P) were performed on squashed spermatocytes and spermatids as previously described^142^. Seminiferous tubules were fixed in 2% paraformaldehyde containing 0.1% Triton X-100 for 10 min at room temperature, placed on a slide coated with 1 mg/ml poly-L-lysine (Sigma) with a small drop of fixative, gently minced with tweezers, and squashed. The coverslip was removed after freezing in liquid nitrogen. The slides were later rinsed three times for 5 min in phosphate-buffered saline (PBS) and incubated for 12 h at 4 °C with rabbit anti-PELOTA antibody (1:50 dilution; Thermo, PA5-31697). Secondary antibodies conjugated with Alexa Fluor 488 (Molecular Probes, Eugene, OR, USA) were used at a dilution of 1:500. Histology and immunostaining images were taken using Leica DM4000 B LED microscope system with the Leica software: Leica Application Suite X v1.1.0.12420.

### IP from mouse testes

For CBP80 and eIF4E IPs, anti-CBP80 rabbit antibody (Bethyl Laboratories, A301-794A) or anti-eIF4E rabbit antibody (Bethyl Laboratories, A301-153A) from mouse testis lysates were performed as described^143^, except Protein A magnetic Beads (161-4013, Bio-Rad, Hercules, CA, USA) were used.

### Intra-testicular injection

The mice were anesthetized with ketamine/xylazine mixture (ketamine 100 mg/kg; xylazine 25 mg/kg) via intraperitoneal injection. After complete anesthesia, testes were exteriorized with a longitudinal incision around 1 cm at the center of abdomen. The tunica albuginea was penetrated using a sharp 26 G needle (BD, Franklin Lakes, NJ, USA, 30511) 1 mm from the vascular pedicle, and the needle was withdrawn to generate a path for introducing a blunt end Hamilton needle (Hamilton, Reno, NV, USA, 7786-02). PBS containing 0.02% Fast Green FCF (Thermo Fisher Scientific, Waltham, MA, USA) with harringtonine (LKT labs, 0.5 μg/μl in a total volume of 10 μl) or with Okadcid Acid (LX Laboratories, Woburn, MA, USA, O-2220, 16 nM per testis in a total volume of 10 μl) was slowly injected using a Hamilton microsyringe (1705RN) into one testis, and a vehicle control without the drug was injected into the other testis of the same animal. The needle was held in place for 30 s before removal to prevent backflow of the solution. Successful completion of injection was indicated by testis filled with green solution. The testes were returned to the abdominal cavity after injection. The incisions were sutured. At the end point, the mice were euthanized by cervical dislocation, and the testes were collected.

### General bioinformatics analyses

Analyses were performed using piPipes v1.4^144^. All data from the small RNA sequencing, Ribo-seq, 40S footprinting, 80S footprinting, RNA-seq, degradome-seq, CLIP sequencing, and ChIP-seq were analyzed using the latest mouse genome release mm10 (GCA_000001635.7) and chicken genome release galGal6 (GCA_000002315.5). Generally, one mismatch is allowed for genome mapping. For mouse transcriptome annotation, 30 uppl mRNAs defined in our previous studies with mm9^8^ were converted to mm10 coordinates with using *liftOver*^145^ with minor manual correction (Supplementary Data 1). We selected 43 control mRNAs (Supplementary Data 1) from our recently reconstructed mouse testis transcriptome^60^ by their similar expression dynamics as uppl mRNAs from 10.5 dpp to 20.5 dpp and by their lack of any piRNA production. For genes with alternative transcripts, the most abundant transcript involving that gene was selected. We reassembled mRNAs using RNA-seq data from rooster testes and have defined 3′UTR piRNA precursor mRNAs as described in the text. Statistics pertaining to the high-throughput sequencing libraries constructed for this study are provided in Supplementary Data 1.

For small RNA-seq, libraries were normalized to the sum of total miRNA reads; spike-in RNA was used to normalize the libraries from each fraction of polysome profiling. Uniquely mapping reads >23 nts were selected for further piRNA analysis. We analyzed previously published small RNA libraries from adult wild-type mouse testis (GSM1096604)^8^, mouse *Tdrd5* CKO, control testis (SRP093845)^78^, *A-Myb* mutant, control testis at 14.5 and 17.5 dpp (GSM1096588, GSM1096589, GSM1096590, GSM1096591, GSM1096605, GSM1096606, GSM1096607, GSM1096608), RNase treated (GSM4160780) and untreated adult testis (GSM4160781), *Mov10l1* CKO mutants (GSM4160774, GSM4160775, GSM4160776, GSM4160777, GSM4160778, and GSM4160779), and littermate controls (GSM4160768, GSM4160769, GSM4160770, GSM4160771, GSM4160772, and GSM4160773)^45^. We report piRNA abundance either as parts per million reads mapped to the genome (ppm), or as reads per kilobase pair per million reads mapped to the genome (rpkm) using a pseudo count of 0.001. To ensure precision of the mapping, a piRNA is counted only when the 5′-end of the piRNA maps to the ORF or 3′UTR of a transcript.

For RNA-seq reads, the expression per transcript was normalized to the top quartile of expressed transcripts per library calculated by Cufflinks v2.2.1^146^, and the transcripts per million value was quantified using the Salmon v0.8.2 algorithm^147^. We analyzed previously published RNA-seq libraries from mouse *A-Myb* mutant, control testis at 14.5 and 17.5 dpp (GSM1088426, GSM1088427, GSM1088428, GSM1088429), wild-type mouse testis at 10.5 dpp, 12.5 dpp, 14.5 dpp, 17.5 dpp, 20.5 dpp, and adult stage (GSM1088421, GSM1088422, GSM1088423, GSM1088424, GSM1088425, and GSM1088420)^8^, *Mov10l1* CKO mutants (GSM4160761, GSM4160762, and GSM4160753), and littermate controls (GSM4160758, GSM4160759, and GSM4160760)^45^.

Ribo-seq analysis followed the modified small RNA pipeline including the junction mapping reads as previously described^45^. Uniquely mapping reads between 26 and 32 nts were selected for further analysis except for the analysis on the 40S footprints where 18–80 nts were selected. RPFs and 80S footprints from different developmental stages were normalized to the sum of reads mapping to mRNA protein-coding regions, assuming that mRNA translation was largely unchanged during spermatogenesis. Libraries from harringtonine treatment were further normalized to the sum of reads mapping to mitochondrial coding sequences (CDSs) as previously described^148^. 40S footprints were normalized to the sum of reads mapping to mRNA 5′UTRs as it has been shown that the 40S binds 5′UTRs in a cap-tethered fashion, thus 40S ribosomes do not accumulate upon harringtonine treatment^66^. We analyzed published Ribo-seq libraries from *Mov10l1* CKO mutants (GSM4160728, GSM4160729, and GSM4160730) and litter mate controls (GSM4160725, GSM4160726, and GSM4160727), anti-HA IP RPF (GSM4160731, GSM4160732, and GSM4160733) and input (GSM4160734, GSM4160735, and GSM4160736) from *RiboTag* mice, wild-type adult testis injected with (GSM4160744 and GSM4160745) and without harringtonine (GSM4160746), in vitro sheared RNA fragments (GSM4160749), monosome (GSM4160752), polysome (GSM4160753), adult testis (GSM4160756 and GSM4160757)^45^, and adult rooster wild-type testis (GSM2454692)^128^.

ChIP-seq reads were analyzed as previously described^8^. Multiple mapping reads were apportioned randomly to each location (-k 1 switch) and one mismatch was allowed (-v 1). ChIP peaks were identified using MACS2 v2.1.1.20160309^149^ using default arguments and input as control. We analyzed published A-MYB ChIP-seq (GSM1087281) and input DNA libraries (GSM1087284) from mouse wild-type adult testis and A-MYB ChIP-seq (GSM1087285), H3K4me3 ChIP-seq (GSM1087286), and input DNA libraries (GSM1087287) from rooster wild-type adult testes^8^.

Degradome reads and CLIP sequencing reads were aligned to the genome using TopHat 2.0.12^150^. Reads were mapped uniquely using the “-g 1” flag. Uniquely mapping reads were selected for further analysis. Libraries were normalized to the sum of reads mapping to mRNA protein-coding regions, assuming that mRNA cleavage was largely unchanged during spermatogenesis. We analyzed a published anti-HA IP degradome library from adult wild-type testis (GSM4160721)^128^ and MOV10L1 CLIP library mouse wild-type testis (PRJNA230507)^13^.

Statistical analyses were performed in R v3.5.0^151^. The significance of the differences was calculated by Wilcoxon rank-sum test except as indicated in the text. The significance of correlation was performed using partial correlation analysis in addition to simple correlations^72^.

### Chicken transcriptome assembly and annotation

We used StringTie v1.3.3b^152^ with parameter “-m 50 –p 8 –G RefSeq –rf –l prefix” to assemble transcripts from RNA-seq reads from chicken testes. After assembling each sample, StringTie’s merge function was used to merge each assembly. We required the transcript abundance to be at least 8 fpkm and filtered 406,332 assembled transcripts to 39,940 transcripts. We further added transcripts that are not covered in our own assembly but reported in the latest RefSeq (downloaded on Feb 19, 2020), resulting in 81,079 total transcripts. Finally, using TransDecoder v5.5.0^153^ with the BlastP (v2.10.0 + ) and Hmmer (v3.3) search, we identified 44,856 mRNA transcripts and considered the remaining 36,223 transcripts as lncRNAs.

### 5′-end overlap analysis and phasing analysis

Reads were mapped to the transcriptome, and their relative positions on transcripts were reported. For alternative transcription with overlapping annotations, we chose the longest transcript. We calculated the distance spectrum of 5′-ends of Set ***A*** (RPFs or degradome reads) that overlapped with Set ***B*** (piRNAs or simulated sequences) as follows: for each read ***b*** in Set ***B***, we identified all the reads in Set ***A*** whose 5′-ends overlapped within the 50-nt region upstream of ***b*** including the 5′-end of ***b*** and 50 nts downstream of ***b*** (200-nt window of ***b*** reads). We assigned the ***b*** spectrum as the fractions of 5′-ends of ***a*** reads distributed across the 100-nt window of ***b*** reads. The height of the ***b*** spectrum at each nucleotide position in the 100-nt window of ***b*** reads was based on the number of ***a*** reads whose 5′-ends overlapped at this position divided by the total number of ***a*** reads whose 5′-ends overlapped with the 100-nt window of ***b*** reads. The sum of all ***b*** spectra was then divided by the total number of reads in Set ***B***. We defined this average fraction of 5′-ends of ***a*** reads that overlapped with the 100-nt window of ***b*** reads as the distance spectrum of 5′-ends of Set A that overlap Set ***B***. The *Z* score for overlap at the 5′-end position was calculated using the spectral value at positions −50–−1 and 2–50 as background.

### Nucleotide periodicity

Nucleotide periodicity was computed as previously described^45^. We first aligned the RPFs to each other using 5′-end overlap analysis and reported the distance spectrum. An annotated ORF was not a prerequisite for this analysis as the distance spectrum of RPFs from mRNAs already showed a 3-nt periodicity pattern. We then transformed the distance spectrum using the “periodogram” function from the *GeneCycle* v1.1.4 package^154^ with the “clone” method. The relative spectral density was calculated by normalizing to the value at the first position.

### Generating simulated sequences as negative controls

We generated a random pool of 28-mer sequences using a sliding window of 1 nucleotide from 5′ to 3′ of the piRNA precursors. We then sampled from this 28-mer pool to match the first nucleotide composition of the real reads. These simulated sequences from piRNA precursors were used as random controls for piRNAs (source code available upon request).

### Mass spectrometry sample preparation and analysis

After testes lysis, protein concentration was determined by BCA (Thermo Scientific). Samples were then diluted to 1 mg/ml in 5% SDS, 50 mM triethylammonium bicarbonate (TEAB). In all, 25 µg of protein from each sample was reduced with DTT to 2 mM, followed by incubation at 55 °C for 60 min. Iodoacetamide was added to 10 mM and incubated in the dark at room temperature for 30 min to alkylate the proteins. Phosphoric acid was added to 1.2%, followed by six volumes of 90% methanol and 100 mM TEAB. The resulting solution was added to S-Trap micros (Protifi) and centrifuged at 4000 × *g* for 1 min. The S-Traps containing trapped proteins were washed twice by centrifuging through 90% methanol and 100 mM TEAB. One microgram of trypsin was brought up in 20 µl of 100 mM TEAB and added to the S-Trap, followed by an additional 20 µl of TEAB to ensure the sample did not dry out. The cap to the S-Trap was loosely screwed on but not tightened to ensure the solution was not pushed out of the S-Trap during digestion. Samples were placed in a humidity chamber at 37 °C overnight. The next morning, the S-Trap was centrifuged at 4000 × *g* for 1 min to collect the digested peptides. Sequential additions of 0.1% trifluoroacetic acid (TFA) in acetonitrile and 0.1% TFA in 50% acetonitrile were added to the S-trap, centrifuged, and pooled. Samples were frozen and dried down in a Speed Vac (Labconco), then re-suspended in 0.1% TFA prior to analysis.

Peptides were loaded onto a 100 µm × 30 cm C18 nano-column packed with 1.8 µm beads (Sepax), using an Easy nLC-1200 HPLC (Thermo Fisher) connected to a Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher). Solvent A was 0.1% formic acid in water, and solvent B was 0.1% formic acid in 80% acetonitrile. Ions were delivered to the mass spectrometer using a Nanospray Flex source operating at 2 kV. Peptides were eluted off the column using a multi-step gradient, which started at 3% B and held for 2 min, quickly ramped to 10% B over 7 min, increased to 38% B over 152 min, then ramped up to 90% B in 6 min and held there for 4 min to wash the column before returning to starting conditions in 2 min. The column was re-equilibrated for 7 min for a total run time of 180 min. The flow rate was 300 nl/min. The Fusion Lumos was operated in data-dependent mode, performing a full scan followed by as many MS2 scans as possible in 3 s. The full scan was done over a range of 375–1400 *m*/*z*, with a resolution of 120,000 at *m*/*z* of 200, an AGC target of 4e5, and a maximum injection time of 50 ms. Peptides with a charge state between 2 and 5 were selected for fragmentation. Precursor ions were fragmented by collision-induced dissociation using a collision energy of 30 and an isolation width of 1.1 *m*/*z*. MS2 scans were collected in the ion trap with the scan rate set to rapid, a maximum injection time of 35 ms, and an AGC setting of 1e4. Dynamic exclusion was set to 45 s.

Raw data were searched using SEQUEST within the Proteome Discoverer software platform, v2.2 (Thermo Fisher) employing the SwissProt mouse database, along with a custom fasta database that included both test and control proteins. Trypsin was selected as the enzyme allowing up to 2 missed cleavages, with an MS1 mass tolerance of 10 ppm, and an MS2 mass tolerance of 0.6 Da. Carbamidomethyl on cysteine was selected as a fixed modification. Oxidation of methionine was set as a variable modification. A percolator was used as the false discovery rate calculator, filtering out peptides with a *q* value > 0.01. Label-free quantitation was performed using the Minora Feature Detector node with a minimum trace length of 5. The Precursor Ions Quantifer node was then used to calculate protein abundance ratios using only unique and razor peptides. The summed abundance-based method was employed, which sums the peak areas for all the peptides for a given protein to determine protein ratios.

### Codon Adaptation Index (CAI) analysis

CAI was calculated for coding region of uppl mRNAs and control mRNAs using two different software packages: DAMBE v7.2.1^155^ and CAIcal v1.4^156^. Both DAMBE software package by Xia et al. and CAIcal from Puigbo’s group use alternative implementation^70^ of Sharp’s formula^69^ to calculate CAI. CAI calculates normalized CAI as quotient between the CAI of the query sequence and expected CAI (eCAI) of 1000 randomly generated sequences with G + C and amino acid content similar to that of the query sequence^71^. Random sequences were generated using the Markov method, and eCAI was estimated at 99% level of confidence and 99% coverage. CDSs of housekeeping genes were used as the reference set for all the calculations.

### miRNA target search

miRNA target search was performed by miRanda v3.3^157^ using the -strict parameter.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Figures and Tables

Peer Review File

Supplementary Data 1

Description of additional supplementary files

Reporting Summary

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. Next-generation sequencing data used in this study have been deposited at the NCBI Gene Expression Omnibus under the accession number GSE155350. Mass spectrometry data have been uploaded to the ProteomeXchange Consortium via the PRIDE database under accession number PXD027489. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Coupled protein synthesis and ribosome-guided piRNA processing on mRNAs
**Source:** Nat Commun. 2021 Oct 13;12:5970. doi: 10.1038/s41467-021-26233-8
**Supplement:** Supplementary file 4 — Description of additional supplementary files

Description of additional supplementary information

Title: Supplementary Data 1.

Description: Detailed information and statistics for the sequencing data used in this study (species refers to numbers of unique sequences in a set of reads).

(A) Ribo-seq statistics: reads and species

(B) Small RNA sequencing statistics: reads and species.

(C) RNA-seq statistics: reads and species.

(D) Degradome-seq statistics: reads and species.

(E) Genome coordinates for the 30 3´UTR piRNA precursors with annotated ORFs provided in UCSC BED format (i.e., 0-based) for mm10.

(F) Genome coordinates for the 43 control mRNAs with annotated ORFs provided in UCSC BED format (i.e., 0-based) for mm10.

(G) Genome coordinates for the 23 piRNA precursor mRNAs with annotated ORFs provided in UCSC BED format (i.e., 0-based) for galgal6.

(H) Genome coordinates for the 23 uppl chicken homolog mRNAs with annotated ORFs provided in UCSC BED format (i.e., 0-based) for galgal6.

How the deposited data were processed for this re-analysis (not part of the article)

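The data comprise 8 RNA-seq libraries and 2 Ribo-seq libraries of mouse testes, with 1 library per condition. The RNA-seq libraries are the CBP80 IP and the eIF4E IP of wild-type testes and of testes labelled Mov10l1 CKO, the UPF1 IP of wild-type testes, the pUPF1 IP and an RNA-seq library of testes treated with okadaic acid, and an RNA-seq library of wild-type testes at 20.5 dpp. The Ribo-seq libraries are of testes treated with 4EGI and of the control labelled for it, called vehicle here. The other 17 samples of the series were not analysed here. Conditions were taken from the sample labels and Supplementary Data 1.

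For RNA-seq, the authors quantified each library with Salmon 0.8.2, and the deposited TPM are relative to all reference sequences of a table, which include rRNA, tRNA and repeat families. The authors' tables also give the estimated counts (expected counts) of reads assigned to each sequence, which need not be whole numbers and are not normalized, and the length and effective length of each sequence. For Ribo-seq, the authors mapped the reads to mm10 with piPipes 1.4, removed rRNA and hairpin reads, kept reads with a single place in the genome, and deposited the count of reads for each distinct sequence. The methods state that 1 mismatch is allowed. Of 9838 reads checked in the 4EGI library and 11169 in the vehicle library, 100.0% matched GRCm38 within 1 mismatch on the strand given.

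From the TPM, a ratio was computed for each transcript as the TPM of one library over that of another, without a pseudocount, and transcripts with 0 TPM in the denominator were left out. The lists were the 30 uppl mRNAs and 43 control mRNAs of Supplementary Data 1. With 1 library per condition no p value across transcripts was computed. The median of each list was placed among 10000 random lists of the same size, each member drawn from the 200 transcripts nearest in mean log2(TPM + 0.1), and called apart when it lay outside the central 95% (percentiles 2.5 to 97.5). By a rule set before the data were examined, the text names the uppl mRNAs the paper names, the 2 with the highest and the 2 with the lowest value of each comparison of CBP80, UPF1 and pUPF1 IPs set beforehand, among uppl mRNAs with at least 10 reads in each library, and Mov10l1, the targeted gene. The rule was not applied to the Ribo-seq ratio or to the IP/RNA ratios of eIF4E and CBP80. Other mRNAs, named for their introns or their 3′UTR reads, were chosen after their values were seen.

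Lengths of transcripts, exons, UTRs and ORFs came from the coordinates of Supplementary Data 1 and intron ends from the GRCm38 sequence. Lists were compared by two-sided permutation tests of the rank-sum statistic with 100000 resamples and Benjamini-Hochberg adjustment over 10 features, and intron ends by Fisher's exact test. RPFs were reads of 26 to 32 nts, counted by the place of their 5′ end in the ORF or UTR of a transcript, and a transcript needed at least 10 RPFs over both libraries for a ratio. Shares carry Wilson 95% confidence intervals. Intervals and floors (3 counts) cover counting error only, since reads without molecular identifiers are not independent molecules.

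The depth of the RNA-seq libraries ran from 6182619 to 34340482 assigned reads. The reads on transcripts were fewest in the CBP80 IP labelled Mov10l1 CKO (1224002), where 5 of the uppl and 10 of the control mRNAs had under 10 reads. The Ribo-seq libraries hold 6516241 reads (4EGI) and 7151251 reads (vehicle), of which 4141921 and 4947186 were of 26 to 32 nts.

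The alternatives were pseudocounts of 0.1 and 1 TPM, a minimum of 10 reads on average, reads scaled to the library total in place of TPM, sums over all transcripts of a gene, matching on transcript length, the uppl list without the 4 mRNAs named for a position and, for the change of the CBP80/eIF4E ratio, the difference of the medians of the libraries in place of the median of the changes of each transcript. For transcript structure they were the transcript lengths listed in the deposited tables and GC-AG introns counted as canonical, and for repeat families the summed reads in place of TPM. For RPFs they were lengths of 28 to 30 nts, distinct reads, a P site 12 nts from the 5′ end, ORFs without their first 15 and last 5 codons, and at least 50 RPFs. Matching on GC content was run as a test of a technical explanation. The start and stop codons of all listed ORFs were checked in the GRCm38 sequence. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

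The computations were tested on simulated data. Over 23541 transcripts with simulated counts, 6.0% of 200 lists of 30 transcripts without a change were called apart with 1000 random lists each. With a planted log2 change of 0.5, 98.0% of lists were called apart, and 100.0% with a planted log2 change of 1. These shares hold for the spread of the simulated counts. For the uppl change of the CBP80/eIF4E ratio, the central range of the real random lists ran from -0.57 to 0.42. The shares therefore do not give how often a log2 change of 0.5 would be called apart in the real libraries. The permutation test had p under 0.05 in 4.5% of 200 simulated comparisons of 73 transcripts without a difference and in 90.5% with a log2 difference of 1. Simulated footprints on a spliced transcript of each strand were counted in the right region and frame in all 100 trials.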

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

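The tests of this pattern were chosen only after the result was seen, apart from the comparison over RPFs of 28 to 30 nts, which was set beforehand. The Ribo-seq libraries of testes treated with 4EGI and of the control labelled for it, called vehicle here, are not reported on in the paper's text. In the 4EGI library, 17.16% of the uppl RPFs in the ORF or 3′UTR lay in the 3′UTR (Wilson 95% confidence interval 16.14 to 18.23, 862 of them in the 3′UTR and 4161 in the ORF), above the 14.10% of the vehicle library (13.22 to 15.02). The same share was 0.12% and 0.23% in control mRNAs, where it rests on 13 and 30 reads.

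Several technical explanations were tested. With the reads of the 4EGI library reweighted to the read lengths of the vehicle library the share was 16.81%, above the interval of the vehicle library. With RPFs of 28 to 30 nts alone, the shares were 14.93% and 12.66%, and their intervals (13.56 to 16.41 and 11.52 to 13.90) overlapped. Without reads that start with U, the bias the paper describes for piRNAs and 3′UTR RPFs, the shares were 12.79% and 10.35%, and the difference of 2.44 percentage points remained above 0. Without the uppl mRNA with the most 3′UTR reads, on chromosome 15 from 83353653 to 83367280 and singled out after its values were seen, the uppl mRNAs had a share of 15.07% in the 4EGI library and 11.92% (11.10 to 12.80) in the vehicle library. That mRNA had fewer 3′UTR reads in the 4EGI library (126) than in the vehicle library (143) and a lower share of its own, so leaving it out does not test whether 1 mRNA carries the difference. With each of the 30 uppl mRNAs left out in turn, the 4EGI share stayed at least 1.74 percentage points above the upper bound of the vehicle interval, and this smallest gap was reached without Ago2 (16.20% against 13.55%), likewise singled out after its values were seen. Over the other RefSeq mRNAs the log2 ratio of the 4EGI to the vehicle share was 0.04, against 0.28 for uppl mRNAs. The share was higher in the 4EGI library in 17 of 29 uppl mRNAs. With 1 library per treatment, the pattern cannot be told apart from a difference between single libraries that has nothing to do with 4EGI.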

How the results depend on the processing

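The comparisons below with transcript length for 4EGI, with the repeat families left out, with the middle exons of the Source Data, with TPM rescaled over transcripts and with the input implied by the Source Data were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Of the 97 comparisons with an alternative set before the data were examined, 74 kept their direction and their side of the threshold or stayed within the counting interval, 3 became weaker, 2 reversed and 18 moved. All 12 comparisons of transcript structure and introns kept theirs.

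For the IP ratios, 46 of 50 did. Random lists matched on transcript length left the wild-type CBP80/eIF4E value at 0.95 but placed the uppl median at percentile 91.37, inside the central 95%, and did the same to the pUPF1 IP/RNA value of 0.31 (percentile 95.23). The CBP80/eIF4E ratio of the other transcripts rose with length, from 0.667 to 1.55 over the length classes. A pseudocount of 1 TPM gave 0.10 for pUPF1 IP/RNA (percentile 97.49), and the sum over all transcripts of a gene reversed it to -0.03, and the cause was not tested. Over the alternatives, UPF1 IP/RNA stayed between 1.00 and 1.48, pUPF1 IP/UPF1 IP between -0.90 and -0.53 and the ratio in the libraries labelled Mov10l1 CKO between 0.19 and 0.40.

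At 20.5 dpp, the log2 ratio of SINE to the next class moved to 4.72 in reads, and reversed to -2.37 without the SINE1/7SL families and to -0.83 without PB1 and FAM. The log2 ratio of the uppl to the control median TPM moved from -2.06 to -0.07 with sums over all transcripts of a gene. The cause was not tested.

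For the Ribo-seq libraries, the log2 difference between uppl and control ORF RPFs (4EGI over vehicle) reversed from 0.15 to -0.05 with RPFs of 28 to 30 nts. Its uppl median was at percentile 94.64 of lists matched on RPF density and, with the value of 0.15 unchanged, at 98.75 of lists matched on length too. The 3′UTR share of uppl RPFs moved to 14.93% (28 to 30 nts) and 21.13% (distinct RPFs) in the 4EGI library and to 12.66% and 17.44% in the vehicle library. The 4EGI share stayed the higher, but with 28 to 30 nts its interval (13.56 to 16.41) overlapped that of the vehicle library (11.52 to 13.90). For control mRNAs it moved to 0.26% (distinct) and 0.30% (P site) with 4EGI and to 0.55% and 0.40% with vehicle. The share of uppl 3′UTR RPFs that start with U moved to 42.7% in both libraries (28 to 30 nts) and to 35.5% for distinct RPFs of the vehicle library. In control mRNAs of the 4EGI library it was 46.2% of 13 reads, 50.0% with 28 to 30 nts and 36.4% for distinct RPFs. In those of the vehicle library it was 0.0% of 16 reads (28 to 30 nts), where the smallest share the depth can show is 18.8%. The most frequent frame of control ORF RPFs moved to 42.4% (28 to 30 nts) and 37.8% (distinct) with 4EGI and to 44.3% and 38.9% with vehicle, and which of the 3 frames was most frequent changed with the setting. The cause of these moves was not tested. Depth limits the control mRNAs most, with 13 and 30 3′UTR reads.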

Differences from the paper's values

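The paper gives the number of middle exons as 69 in uppl mRNAs and 145 in control mRNAs, and the coordinates of Supplementary Data 1 give 182 and 286. Leaving out the uppl mRNAs named for a position gave 164, and no alternative set before the data were examined closed the gap. The paper gives p = 0.65 for the lengths of the middle exons, and the permutation test here gave p = 1e-05, the smallest possible, with all uppl mRNAs and without those named for a position. On the 69 and 145 middle exons that the Source Data of Fig. 2c list for 16 uppl and 28 control mRNAs, an alternative chosen after seeing the values, the numbers equal the paper's, but the medians were 148 and 109 nts and the permutation test again gave p = 1e-05.

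The median UPF1 IP/RNA ratio of the control mRNAs is 0.820 in the paper's Source Data of Fig. 5b and 1.35 here. That of the uppl mRNAs also departs, by a smaller factor, with 2.65 in the Source Data and 3.73 here. With pseudocounts of 0.1 and 1 TPM the control median was 1.36 and 1.34, and with a minimum of 10 reads 1.35. With reads scaled to the library total it was 0.421, and with sums over all transcripts of a gene 1.36. None of these closed the gap of the control median. The uppl median came close to the Source Data with a pseudocount of 1 TPM (2.75) and with sums over all transcripts of a gene (2.71). It did not with a pseudocount of 0.1 TPM (3.66), a minimum of 10 reads (3.73) or reads scaled to the library total (1.17). An input calculated from the Source Data ratios, chosen after seeing the values, returns the paper's median by construction and a log2 ratio of the medians of 1.69. The paper's other p values below the smallest permutation p were not set against it.

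The paper states that middle exons are the shortest in both lists. In control mRNAs the median was 98 nts for first exons and 105 nts for middle exons. The paper calls the ORF lengths of both lists similar, at p > 0.01 and with the same medians as here. The permutation test here gave p = 0.01 (adjusted p = 0.013), under the threshold of 0.05 for the adjusted p used here. With all uppl mRNAs, the departure is thus of the threshold and not of the values. Without the uppl mRNAs named for a position, the permutation test gave p = 0.00082 (adjusted p = 0.001). The uppl median ORF was then 1407 nts.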

Other observations

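The tests of the SINE families were chosen only after the result was seen, and those of the CBP80/eIF4E and UPF1 ratios and of read depth were set before their results.

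Uppl mRNAs had a higher CBP80/eIF4E ratio than control mRNAs in wild-type testes, and the lists also differ in length. If transcript length were the cause, random lists as long as the uppl mRNAs would have medians as high. The uppl median was at percentile 91.37 among lists matched on expression and length, whose own median was 1.45, so the difference cannot be told apart from one of transcript length, which remains a candidate explanation. GC content and the division of reads between transcripts of a gene were tested in the same way, and the uppl median stayed at percentile 99.88 and 100.00. The fall of the ratio in the libraries labelled Mov10l1 CKO lay outside length-matched lists as well, at percentile 0.01. The wild-type libraries were also thinned to the number of reads on the listed mRNAs in the libraries labelled Mov10l1 CKO. A log2 ratio of the medians as low as in those libraries (0.36) was reached in 0.0% of 1000 thinnings. The thinning took the same fraction of reads from both lists, while the control mRNAs had lost more of theirs (1341 reads in the CBP80 IP labelled Mov10l1 CKO against 12516 in wild type) than the uppl mRNAs (5021 against 15679), and this was not modelled. No biological explanation was separated from length for the wild-type difference.

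For the UPF1 IP/RNA ratio, the uppl median stayed at percentile 99.99 with matching on length, 100.00 with matching on GC content and 99.98 with sums over all transcripts of a gene. The eIF4E IP over the same RNA library gave a log2 ratio of the medians of 0.06 against 1.46, and the CBP80 IP over it gave 0.75 (percentile 99.8, and 82.6 with matching on length). Both are smaller than the UPF1 value, but part of the difference may be shared with the CBP80 IP, and how much was not tested. A hypothesis that remains is that uppl mRNAs carry more UPF1 than other mRNAs of their length, which was not tested in a replicate. The matching used total transcript length and not 3′UTR length, in which the lists differ most (medians of 4583 and 392 nts). It therefore cannot separate the UPF1 ratio from 3′UTR length.

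The SINE sum at 20.5 dpp rests on PB1 and FAM, whose names place them among the families derived from 7SL RNA, and FAM is named for primates. In reads, which leaves out the division by the short effective lengths, SINE stayed the highest class, with a log2 ratio of 4.72, so effective length alone does not explain the sum. Without the SINE1/7SL families the log2 ratio to the next class was -2.37. The table holds 0 sequences named for 7SL RNA, and a candidate explanation is that reads of 7SL RNA were assigned to PB1 and FAM. Leaving out families chosen for their high values cannot show this, and the SINE1/7SL families include the B1 families (33.6 TPM), so the cause cannot be told. In the paper's Source Data of Fig. 7d, SINE without PB1 and FAM is above LTR at 10.5 dpp (6805 against 5352 TPM), 12.5 dpp (6197 against 1886), 14.5 dpp (5724 against 2150) and 17.5 dpp (3432 against 1095), and below it at 20.5 dpp (235 against 418). PB1 and FAM together had 603563.6 TPM in the okadaic acid RNA-seq library and between 11208 and 40969 TPM in the IPs.

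Reads on uppl mRNAs over reads on control mRNAs were 1.25 in the wild-type CBP80 IP and 3.74 in the one labelled Mov10l1 CKO, and 0.527 and 2.89 in the eIF4E IPs. Mov10l1 had 38.4 TPM in the UPF1 IP, 13.2 in the pUPF1 IP, 11.0 in the okadaic acid RNA-seq library and 3.35 at 20.5 dpp. Since these TPM are relative to all sequences of a library, they are not on a like scale. Rescaled over transcripts, the values were 95.6, 66.8, 28.4 and 16.7 TPM in the same order. In the 20.5 dpp library the median TPM was 0.687 for uppl and 2.87 for control mRNAs, and 3.42 and 14.3 when rescaled over transcripts. In the Ribo-seq libraries, ORF RPFs of 28 uppl mRNAs had a median log2 ratio of 4EGI to vehicle of -0.14 and those of 36 control mRNAs of -0.29. The difference of 0.15 has a counting interval of 0.01 to 0.32. Of the uppl 3′UTR RPFs, 38.9% started with U in both libraries, against 13.6% and 13.2% of the uppl ORF RPFs. In control mRNAs it was 46.2% (Wilson 95% confidence interval 23.2 to 70.9) of 13 3′UTR reads in the 4EGI library, which does not differ detectably from the uppl share (35.7 to 42.2), and 10.0% (3.5 to 25.6) of 30 reads in the vehicle library, below the uppl share (35.6 to 42.3). The most frequent frame held 37.7% and 38.6% of the uppl ORF RPFs in the 4EGI and vehicle libraries. It was not the same frame in both libraries. With distinct RPFs it was the same frame in both, with 37.5% and 39.1%.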
